# Sirt6 reprograms myofibers to oxidative type through CREB-dependent Sox6 suppression

**DOI:** 10.1038/s41467-022-29472-5

**Published:** 2022-04-04

**Authors:** Mi-Young Song, Chang Yeob Han, Young Jae Moon, Ju Hyung Lee, Eun Ju Bae, Byung-Hyun Park

**Keywords:** Skeletal muscle, Histone post-translational modifications

## Abstract

Expanding the exercise capacity of skeletal muscle is an emerging strategy to combat obesity-related metabolic diseases and this can be achieved by shifting skeletal muscle fibers toward slow-twitch oxidative type. Here, we report that Sirt6, an anti-aging histone deacetylase, is critical in regulating myofiber configuration toward oxidative type and that Sirt6 activator can be an exercise mimetic. Genetic inactivation of Sirt6 in skeletal muscle reduced while its transgenic overexpression increased mitochondrial oxidative capacity and exercise performance in mice. Mechanistically, we show that Sirt6 downregulated Sox6, a key repressor of slow fiber specific gene, by increasing the transcription of CREB. Sirt6 expression is elevated in chronically exercised humans, and mice treated with an activator of Sirt6 showed an increase in exercise endurance as compared to exercise-trained controls. Thus, the current study identifies Sirt6 as a molecular target for reprogramming myofiber composition toward the oxidative type and for improving muscle performance.

## Abstract (web summary)

Exercise is helpful to counteract obesity and the related complications, and positive effects are associated to a switch of muscle fibres to an oxidative type. Here, the authors show that sirtuin 6 overexpression in mice induces such a switch by modulating Sox6 and CREB signalling, suggesting that sirtuin 6 may be a target for exercise mimetics.

## Introduction

Skeletal muscle is composed of two fiber types that are dependent upon the different metabolic pathway for ATP production and the corresponding contraction pattern: type I (red-colored, slow-twitch) and type II (white-colored, fast-twitch) fibers. The former is rich in mitochondria and suited to performing long-lasting contraction, while the latter depends mainly on anaerobic glycolysis for its energy and is thus ideal for high-intensity contraction^1^. In mammalian skeletal muscles, multiple fiber types are generally intermingled within a single muscle, and each muscle has varying proportions of fiber types. Whereas soleus muscle is predominantly composed of type I oxidative fibers, extensor digitorum longus (EDL) muscle is rich in type II glycolytic fibers^2^. These proportions are plastic, and muscles have the ability to remodel their fiber types to adapt to different pathophysiological conditions. Whereas obesity and diabetes involve a shift toward type II fibers, with an inverse correlation between the proportion of type I fiber and intramuscular fat content^3^, endurance exercise training increases the proportion of oxidative fibers^4^. Despite the importance of muscle fiber-type determination, however, the molecular basis of the regulatory process remains little understood.

Studies have identified several transcriptional regulators that control muscle fiber differentiation and fiber-type switching^5–7^. Peroxisome proliferator-activated receptor (PPAR)-γ coactivator-1α (PGC-1α) is an activating regulator for oxidative muscle remodeling, which involves elevated mitochondrial biogenesis and a shift from glucose to fatty acid as the main energy source^8,9^. Specifically, the ectopic expression of PGC-1α in skeletal muscle increases the proportion of oxidative fibers^10,11^, whereas mice lacking PGC-1α exhibit a decline in oxidative metabolism in muscle and exercise capacity^12^. Conversely, the transcriptional factor SRY-box transcription factor 6 (Sox6) suppresses mitochondrial oxidative capacity and exercise performance^13,14^. Mechanistically, Sox6 cooperates with nuclear factor I X as a transcriptional repressor of the type I fiber-specific gene *Myh7*^15^. PGC-1α and Sox6 thus play opposing roles in the metabolic and contractile properties of skeletal muscle. The upstream regulatory mechanisms that determine these factors in fiber-type switching remain little known. Since aging is the main cause of fast-to-slow fiber-type shift, in addition to loss of muscle mass^16^, we hypothesized that aging-related molecules may be associated with fiber-type specification in skeletal muscle.

Sirtuins (Sirt1-Sirt7) have been implicated in aging and aging-related diseases by deacetylating histone and non-histone proteins^17–19^. In particular, Sirt6 has emerged as a therapeutic target for the treatment of metabolic diseases^20^. A recent study with a cardiac/skeletal muscle-specific *Sirt6* knockout (KO) mouse (*Sirt6*^*flox/flox*^;*Ckmm-Cre*) model has suggested that while Sirt6 is critical for glucose homeostasis and insulin sensitivity it does not affect PGC-1α transcription or the associated mitochondrial biogenesis^21^. However, Samant et al.^22^ have shown degenerating mitochondria with autophagic vacuoles in *Sirt6* deficient heart tissues. Thus, the precise roles of Sirt6 in skeletal muscle biology specifically in myofiber switching have thus far not been clearly elucidated, and its effect specifically on myofiber switching has not been previously explored. To investigate the role of Sirt6 in muscle fiber-type specification and skeletal muscle adaptations to exercise, we used skeletal muscle-specific *Sirt6* KO (*Sirt6*^*flox/flox*^;*Myl1-Cre*) and global *Sirt6* transgenic (Tg) mice or AAV9-mediated overexpression of Sirt6 in muscle, with a particular focus on mitochondrial biogenesis. We also treated mice with a small molecule Sirt6 activator to confirm and evaluate its value as a therapeutic target. Our findings provide clear evidence that activation of Sirt6 deacetylase offers an effective way of inducing myofiber switching to oxidative phenotype, thereby enhancing exercise performance in skeletal muscle.

## Results

### Sirt6 ablation in skeletal muscle leads to a decrease in exercise performance

We first screened the sirtuin family members using the human GEO database to identify a key molecule for muscle fiber-type determination and exercise capacity. The transcript level of *SIRT6* was the most upregulated in the skeletal muscle of individuals after exercise compared to sedentary subjects (Fig. 1a). This significant increase in Sirt6 protein was also confirmed in exercise-trained mice and accompanied a decrease in H3K9 acetylation as an indicator of Sirt6 activity (Fig. 1b). Sirt6 induction may be mediated by endocrine/paracrine signaling and/or excitation-transcription coupling. To explore this possibility, we tested whether Sirt6 expression is changed by the exercise associated myokine interleukin (IL)-6^23^ and electrical muscle stimulation. Treatment of C2C12 myotubes with recombinant IL-6 (5-50 ng/ml) raised Sirt6 protein expression in a concentration-dependent manner (Supplementary Fig. 1a). Electrical muscle stimulation also increased Sirt6 expression in mice (Supplementary Fig. 1b), suggesting that multiple stimuli may coordinately contribute to Sirt6 upregulation in exercise conditions.

**Fig. 1:**
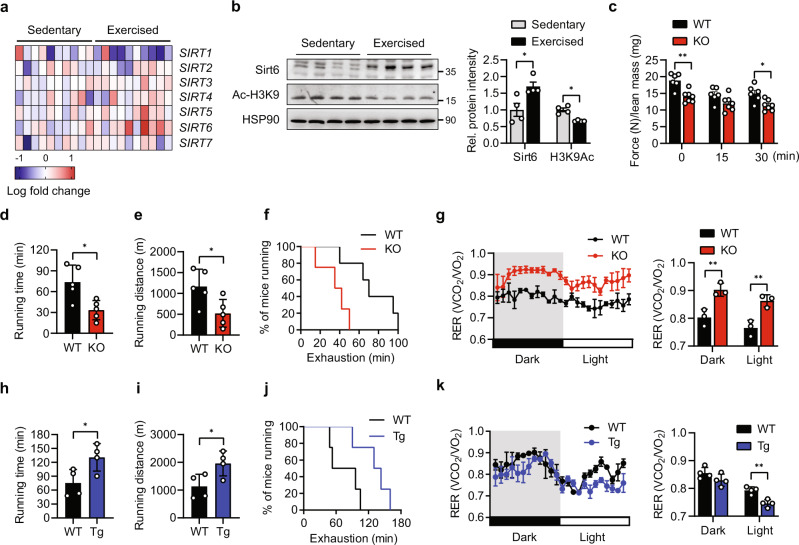
Alteration of exercise performance in *Sirt6* KO and *Sirt6* Tg mice. **a** Heatmap visualizing expression of sirtuin family members in sedentary or exercise-trained human subjects (extracted from GSE9103) (*n* = 10). **b** Representative Western blot images. Expression of Sirt6 in gastrocnemius muscle was compared in sedentary or exercise-trained mice (*n* = 4). **c** Forelimb grip strengths were measured at 15 min intervals and normalized against lean body mass (*n* = 6 for WT, *n* = 7 for KO). **d**–**f**, **h**–**j** Treadmill endurance performance after four weeks of treadmill exercise training. Running time (**d**, **h**), distance (**e**, **i**), and running population plotted against time to exhaustion (**f**, **j**) in KO or Tg mice, respectively (*n* = 5 for (**d**–**f**), *n* = 4 for (**h**–**j**)). **g**, **k** Twenty-four hour light and dark cycle respiratory exchange ratio (RER) were measured by indirect colorimetry (*n* = 3 for (**g**), *n* = 4 for (**k**)). (**d**–**g**) WT and *Sirt6* KO mice, (**h**–**k**) WT and *Sirt6* Tg mice. Values are mean ± SEM. Data are representative of at least three independent experiments. Unpaired two-tailed *t* test between two groups was conducted for statistical analyses (**b**–**e**, **g**–**i**, **k**). *p < 0.05 and **p < 0.01. Source data are provided as a Source Data file.

To further explore the physiological role of Sirt6 in skeletal muscle, we generated skeletal muscle-specific *Sirt6* KO mice by crossing *Sirt6*^*flox/flox*^ mice with mice expressing Cre recombinase under the control of the myosin light chain 1 promoter (*Myl1-Cre*), which is mainly active in postmitotic type II myofibers^24,25^ (Supplementary Fig. 2a). To visualize the skeletal muscle tissues in which Cre-mediated recombination occurred, we mated *Myl1-Cre* mice with *R26R* reporter mice. X-gal staining revealed strong recombination in the quadriceps femoris (QF), gastrocnemius (GAS), tibialis anterior (TA), and soleus (SOL) muscles (Supplementary Fig. 2b). Frozen section from GAS muscle tissue showed a specific β-gal expression in fast muscle cells (Supplementary Fig. 2c). Western blot analysis confirmed the specific ablation of Sirt6 in skeletal muscle tissues (Supplementary Fig. 2d). *Sirt6* KO mice had a phenotypically normal gross appearance at birth and showed similar basic metabolic parameters (i.e., body weight, lean body mass, epididymal adipose tissue weight, and amount of food intake) as their wild type (WT) littermates (Supplementary Fig. 3a–d).

We subjected the *Sirt6* KO and WT mice to involuntary exercise training on a treadmill for one month. The *Sirt6* KO mice exhibited significantly lower grip strength compared to the WT mice (Fig. 1c). Similarly, endurance capacity—shown as average running time, running distance, and run time to exhaustion—was significantly lower in the *Sirt6* KO mice (Fig. 1d–f). Intriguingly, indirect calorimetric analysis of energy metabolism revealed a significant increase in RER (VCO_2_/VO_2_) in the *Sirt6* KO mice compared to the WT mice (Fig. 1g), indicating a switch in mitochondrial substrate preference from fatty acid to glucose. All of these phenotypes were changed in opposite ways in the *Sirt6* Tg mice (Fig. 1h–k).

To further evaluate the effect of *Sirt6* deficiency on muscle function, we performed an ex vivo study to measure isometric force and fatigue sensitivity. The results indicated that GAS muscles from *Sirt6* KO mice exhibit reduced tetanic contraction and are more susceptible to fatigue than those from WT mice, though there was no significant difference in the twitch contraction between genotypes (Supplementary Fig. 4a–d).

### Sirt6 ablation decreases oxidative myofiber relative to glycolytic myofiber

In general, impaired exercise endurance is associated with a decrease in the proportion of oxidative fibers^1^. Accordingly, we next examined the muscle fiber-type composition and cross-sectional areas of fiber types in several hind limb muscles. Upon visual inspection, each of the different types of muscles from the *Sirt6* KO mice were less red in color compared to those from the WT mice (Fig. 2a). Muscle fiber-type assessment of GAS muscles by immunofluorescent staining for myosin heavy chain (MyHC) isoforms revealed that *Sirt6* ablation led to decreased oxidative fiber density and increased glycolytic fiber size in comparison with those of WT mice (Fig. 2b and Supplementary Fig. 5a). In keeping with this, whereas the mRNA expression of slow fiber-specific genes such as MyHC-I (*Myh7*), MyHC-IIa (*Myh2*), troponin I (*Tnni1*), troponin C (*Tnnc1*), and troponin T1 (*Tnnt1*) were significantly downregulated, the fast fiber-specific gene MyHC-IIb (*Myh4*) was dramatically upregulated in GAS muscle from the *Sirt6* KO mice (Fig. 2c). When muscle sections were immunostained for succinate dehydrogenase (SDH), a marker of mitochondrial activity, less than 50% of fibers were SDH positive in the muscle of the *Sirt6* KO mice, whereas over 70% of myofibers were SDH positive in the WT mice (Fig. 2d). Similar observations were made in the case of EDL and SOL muscles of *Sirt6* KO mice with regard to the proportion of myofibers and the expression of fiber-type-specific genes (a much weaker effect was observed in SOL muscles presumably due to the predominant action of *Myl1-Cre* in fast muscles) (Supplementary Fig. 6a–c), whereas the opposite results were obtained from GAS and EDL muscles from whole body *Sirt6* Tg mice (Fig. 2e–h and Supplementary Figs. 5b, 7).

**Fig. 2:**
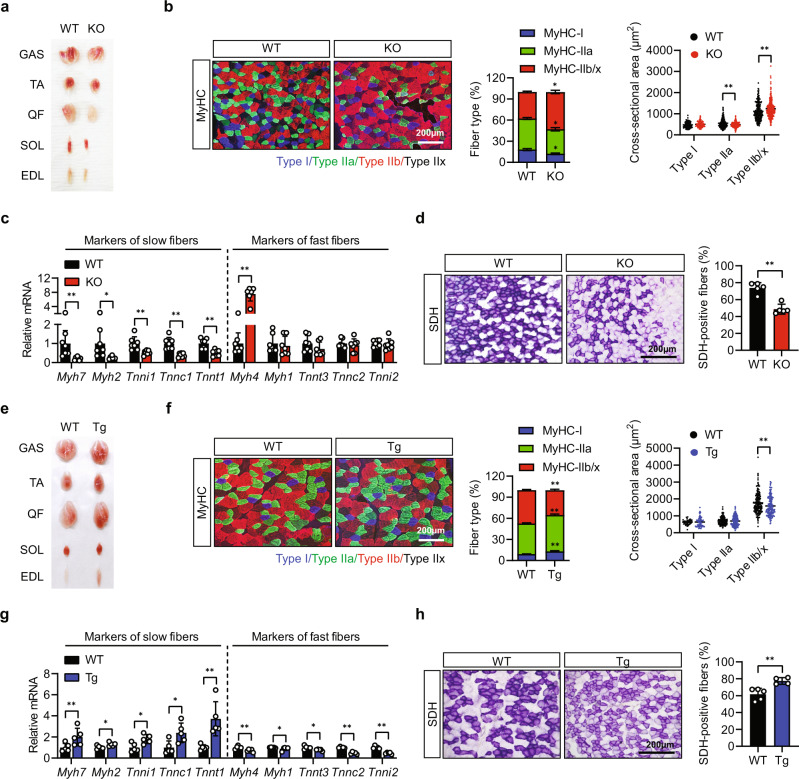
Alteration of myofiber composition in gastrocnemius muscle of *Sirt6* KO and *Sirt6* Tg mice at basal condition. **a**, **e** Representative photographs showing skeletal muscles from 20-week old WT and *Sirt6* KO mice or 15-week old WT and *Sirt6* Tg mice. **b**, **f** Representative immunofluorescence staining for MyHC-I, MyHC-IIa, and MyHC-IIb/x. Composition and cross-sectional area (CSA) of each myofiber were quantified (*n* = 6 for (**b**), *n* = 4–6 for (**f**)). Bar=200 μm. **c**, **g** Expression of markers of slow and fast fibers was compared by qPCR (*n* = 7 for (**c**), *n* = 5 for (**g**)). **d**, **h** Representative succinate dehydrogenase (SDH) staining and quantification of SDH-positive fibers (*n* = 5 for (**d**), *n* = 4–5 for (**h**)). Bar=200 μm. (**a**–**d**) WT and *Sirt6* KO mice, (**e**–**h**) WT and *Sirt6* Tg mice. Values are mean ± SEM. Data are representative of at least three independent experiments. Unpaired two-tailed *t* test between two groups was conducted for statistical analyses (**b**–**d**, **f**–**h**). *p < 0.05 and **p < 0.01. Source data are provided as a Source Data file.

Moreover, intramuscular overexpression of Sirt6 using an AAV9 delivery system enhanced oxidative fiber-type composition and exercise performance (Supplementary Fig. 8a–e). Overall, these findings suggest that Sirt6 mediates the shift of myofibers towards an oxidative phenotype by increasing the proportion of slow twitch myofibers.

Since *Myl1-Cre* action starts embryonically during myoblast differentiation^25,26^, we further inquired whether the effect of Sirt6 deletion on myofiber composition is a consequence of developmental reprogramming or arises as a result of conversion between different types of mature myofibers. We introduced Sirt6 siRNA into C2C12 cells at various stages of myogenesis. Regardless of transfection time (at day 1 or 5 after differentiation), Sirt6 silencing decreased the mRNA levels of slow fiber genes but increased the mRNA levels of fast fiber gene in C2C12 myotubes (Supplementary Fig. 9a, b). These results were verified in tests with electrical stimulation (Supplementary Fig. 9c, d). In sum, our results indicate that Sirt6 may act as a regulator of muscle fiber-type composition during myogenesis and in mature myofibers for conversion.

### Sirt6 ablation reduces mitochondrial content and oxidative capacity

Electron microscopic analysis of GAS muscle revealed that the *Sirt6* KO mice showed slight but nevertheless significantly less mitochondria relative to the WT mice (Fig. 3a, b). Of note, abnormal mitochondria with the destruction of cristae had markedly increased in the *Sirt6* KO mice. These findings correlate well with the decreased mitochondrial DNA content and suppressed gene expression with regard to mitochondrial biogenesis and oxidative phosphorylation in muscle tissues from *Sirt6* KO mice (Fig. 3c–e). Conversely, mitochondrial content and gene expressions were elevated in the *Sirt6* Tg mice (Supplementary Fig. 10a, b).

**Fig. 3:**
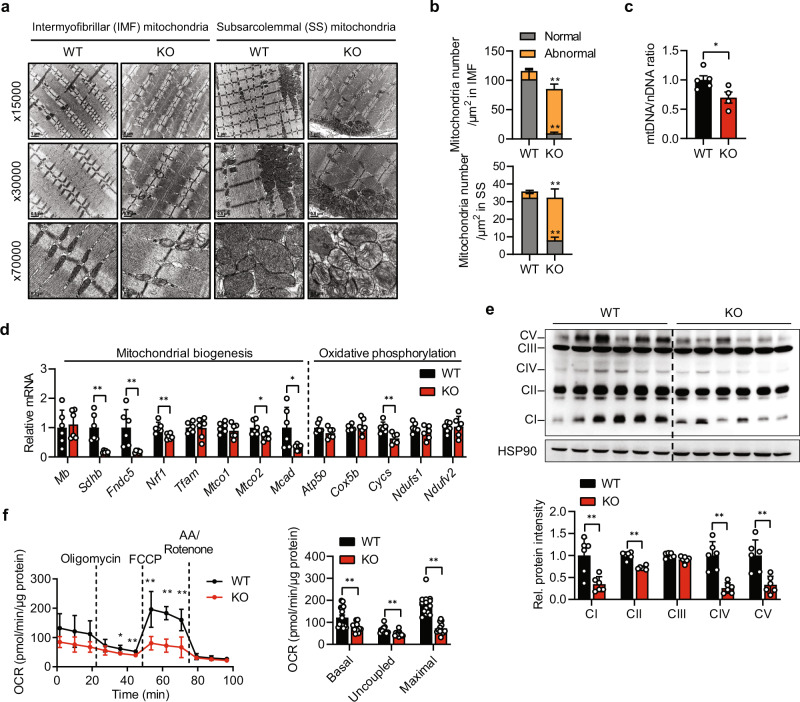
Decrease in oxidative capacity in *Sirt6* KO mice at basal condition. **a** Representative transmission electron micrograph of gastrocnemius muscles (GAS) from WT and *Sirt6* KO mice. **b** Numbers of mitochondria with normal or abnormal morphology were counted from images in (**a**) (*n* = 4). **c** Mitochondrial DNA (mtDNA) was quantified by qPCR using nuclear DNA (nDNA) as a standard (*n* = 5 for WT, *n* = 4 KO). **d** qPCR analysis of genes related to mitochondrial biogenesis and oxidative phosphorylation (OxPhos) in GAS (*n* = 6). Expression of each gene was normalized with housekeeping *Gapdh* whereas expression of mitochondrial genome-encoded genes *Mtco1* and *Mtco2* was normalized with *16S rRNA*. **e** Representative Western blot analysis of OxPhos complex (*n* = 6). **f** Oxygen consumption rate (OCR) was measured using Seahorse XF analyzer in myofibers isolated from GAS. Basal respiration, respiration related to ATP production (uncoupled, difference between OCR before and after oligomycin injection), and maximal respiration (difference between OCR after FCCP and antimycin A (AA)/rotenone injection) were determined (*n* = 15 for WT, *n* = 12 for KO). Values are mean ± SEM. Data are representative of at least three independent experiments. Unpaired two-tailed *t* test between two groups was conducted for statistical analyses (**b**–**f**). *p < 0.05 and **p < 0.01. Source data are provided as a Source Data file.

Because mitochondrial content and quality control are affected by alterations in mitochondrial dynamics^27^, we measured genes associated with mitochondrial fusion-fission proteins in the GAS muscles of *Sirt6* KO and WT mice. In contrast with the marked suppression of genes related to mitochondrial biogenesis, mRNA and protein levels of mitochondrial fusion-fission genes (i.e., OPA1, Mfn1, Drp1, and Fis1) remained unaffected in KO relative to WT mice (Supplementary Fig. 11a, b), supporting the notion that the effect of Sirt6 on mitochondrial contents primarily arises as a result of the regulation of mitochondrial biogenesis rather than the control of dynamics.

To determine whether the decrease in mitochondria numbers in the *Sirt6* KO mice was associated with decreased respiratory function, we performed a Seahorse XF Mito Stress test in myofibers isolated from GAS muscles. In conjunction with reduced mitochondrial abundance, we observed suppression of basal, ATP-linked, and maximal respiration in the *Sirt6* KO mice (Fig. 3f), indicating that *Sirt6* ablation impairs the ability to meet cellular energy demands through oxidative phosphorylation.

### Sirt6 ablation suppresses CREB transcription and its downstream genes

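RNA from the gastrocnemius (GAS) muscle of 3 animals labelled WT (*Sirt6* flox/flox) and 3 animals labelled *Sirt6* KO (*Sirt6* flox/flox with *Myl1-Cre*), males of about 20 weeks of age, was sequenced with paired-end reads of 100 bp, 1 library per animal. The authors deposited, for each of 24532 genes, a read count from StringTie, an FPKM value and a TPM value in each library. The methods name one TruSeq kit and the sample labels name another, a stranded one, and the paper's text does not say whether the counting used the strand. The total count on genes was 44845763, 44938927 and 63016899 in the WT libraries 1, 2 and 3, and 58356863, 61859171 and 57475696 in the libraries labelled *Sirt6* KO 1, 2 and 3. The WT median was 44938927 and the *Sirt6* KO median 58356863. The most abundant gene in every library was *Myh4*, which took between 5.75% and 9.73% of the counts. Of the 24532 genes, 13801 passed edgeR's filter on low counts and were tested with its quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment of the p-values. Levels are given as normalized CPM, the count scaled to a common library size after TMM. 1 count was worth between 0.0165 and 0.0212 CPM, depending on the library.

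The deleted gene, *Sirt6* (NCBI gene 50721), lies on chromosome 10 of GRCm38 from 81621787 to 81627792. Its level was 2.77, 2.23 and 2.88 CPM in the 3 libraries labelled WT, and 7.81, 7.44 and 6.68 in the 3 libraries labelled *Sirt6* KO. The mean was 2.62 ± 0.349 (SD, n = 3) in the former and 7.31 ± 0.575 (SD, n = 3) in the latter, a log2 fold change of 1.48 (standard error 0.17, adjusted p = 0.0113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The values were therefore higher in every library labelled *Sirt6* KO than in every library labelled WT (two-sided exact permutation test, p = 0.1, the smallest that 3 animals against 3 allow). The deposited TPM values of *Sirt6* gave the same order of the groups, at 3.90, 2.93 and 3.25 against 9.62, 8.69 and 7.75. Counts per gene do not separate the exons that the deletion removes from those that remain. Since *Sirt6* goes against the labels, the libraries are named by their labels, and each direction below rests on those labels. With each library left out in turn, the log2 fold change of *Sirt6* lay between 1.37 and 1.55, and the adjusted p exceeded 0.05 without the library labelled *Sirt6* KO 1 (0.0606) and without that labelled *Sirt6* KO 3 (0.065).

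**Figure D1:**
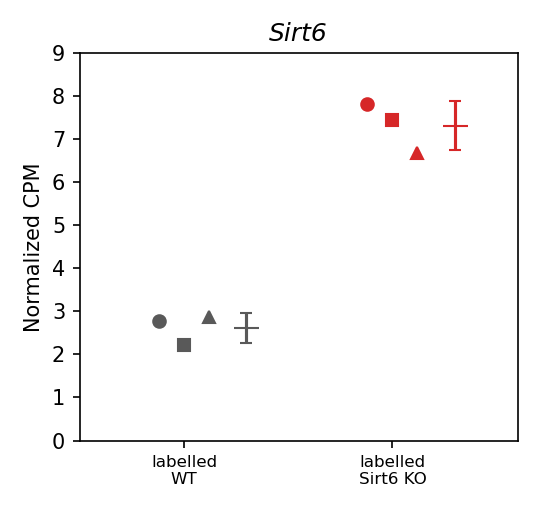
*Sirt6* in the GAS libraries, as TMM-normalized CPM on a linear axis that starts at 0. Each symbol is 1 library (circle, square and triangle for replicates 1, 2 and 3), and the bar with whiskers beside each group is its mean ± SD (n = 3). The libraries labelled *Sirt6* KO lie between 6.68 and 7.81, above those labelled WT, which lie between 2.23 and 2.88.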

To trace the molecular mechanisms by which Sirt6 modulates fiber-type specification and mitochondrial biogenesis, we performed RNA-seq analysis using GAS muscles from *Sirt6* KO mice. 

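Past the threshold of the Fig. 4 legend (a change above 2-fold with an unadjusted p under 0.05), 647 genes were lower and 434 higher in the libraries labelled *Sirt6* KO than in those labelled WT. These directions rest on the labels, which *Sirt6* went against. With adjustment for the 13801 genes tested and no limit on the fold change, 1158 genes were lower and 1084 higher at an adjusted p under 0.05. Of the genes past the legend's threshold, 381 of the lower and 289 of the higher ones also passed the adjusted threshold. The alternative that moved the counts past the legend's threshold most was limma on quantile-normalized log2(FPKM + 1), with 173 genes lower and 113 higher; on that scale the fold changes of low genes are understated. The 3 values of one group lay apart from the 3 of the other in 5519 genes (40.0%), where chance gives 10%. The counts at the adjusted threshold changed widely when 1 library was left out, which also leaves fewer samples. Without the library labelled *Sirt6* KO 1 they were 2 lower and 6 higher. Without that labelled *Sirt6* KO 3 they were 5 lower and 8 higher, whereas without WT library 3 they rose to 2219 and 2363. Counts past the legend's unadjusted threshold changed less. They were 559 lower and 358 higher without *Sirt6* KO 1, 570 and 417 without *Sirt6* KO 3, and 1062 and 638 without WT library 3. The fold changes rose with the GC content of the genes (Spearman's rho 0.334 across 13715 genes, which are not independent replicates), and after the trend over GC content was removed, a correction chosen after seeing the data, 487 genes were lower and 471 higher.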

Upregulated (red colored) or downregulated (blue colored) genes in the muscles of the *Sirt6* KO mice relative to those of the WT mice were demonstrated in a volcano plot (Fig. 4a). 

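*Nr4a3* (NCBI gene 18124; chromosome 4 of GRCm38, 48045078 to 48086447) was at 457 ± 188 normalized CPM (SD, n = 3) in the WT libraries and at 10.3 ± 8.30 (SD, n = 3) in the libraries labelled *Sirt6* KO. Its log2 fold change was -5.47 (standard error 0.65, adjusted p = 0.0115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ppargc1a* (gene 19017; chromosome 5, 51454249 to 52115853) was at 994 ± 626 in WT and 103 ± 62.7 in the libraries labelled *Sirt6* KO, a log2 fold change of -3.28 (standard error 0.61, adjusted p = 0.0186). *Nr4a1* (gene 15370; chromosome 15, 101253902 to 101274795) was at 614 ± 187 in WT and 108 ± 37.7 in the libraries labelled *Sirt6* KO, a log2 fold change of -2.50 (standard error 0.31, adjusted p = 0.0128). For each of these 3 genes, every library labelled *Sirt6* KO was below every WT library (two-sided exact permutation test, p = 0.1, the smallest p possible here). With each library left out in turn, the log2 fold change stayed between -6.35 and -5.08 for *Nr4a3*, between -3.84 and -2.64 for *Ppargc1a*, and between -2.81 and -2.25 for *Nr4a1*. *Nr4a3* and *Nr4a1* kept an adjusted p under 0.05 in 4 of the 6 such fits, and *Ppargc1a* in 2.

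Ordered by log2 fold change among genes with an unadjusted p under 0.05, *Nr4a3* was in place 8, and 2 of the 20 genes of the Fig. 4b heat map were among the 20 largest decreases. All 20 were within the first 135 places of the 2495 lower genes in that order. Of those 20 largest decreases, 10 genes had a mean in WT under 1 CPM, and 6 had at most 3 counts in every library labelled *Sirt6* KO, so that their fitted fold changes depend on the prior count. The ordering depended on how low genes were treated. With limma on log2(FPKM + 1), 12 of the 20 heat map genes were among the 20 largest decreases, and ordered by unadjusted p among the lower genes, 5 were. The paper reports these CREB target genes among the most decreased genes of the heat map, and followed them by qPCR and Western blotting. The title of Fig. 4, which also covers *Creb1* mRNA, protein and promoter assays, states that the CREB pathway is decreased in *Sirt6* KO muscle. The direction taken here follows the labels, which the level of *Sirt6* itself went against.

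**Figure D2:**
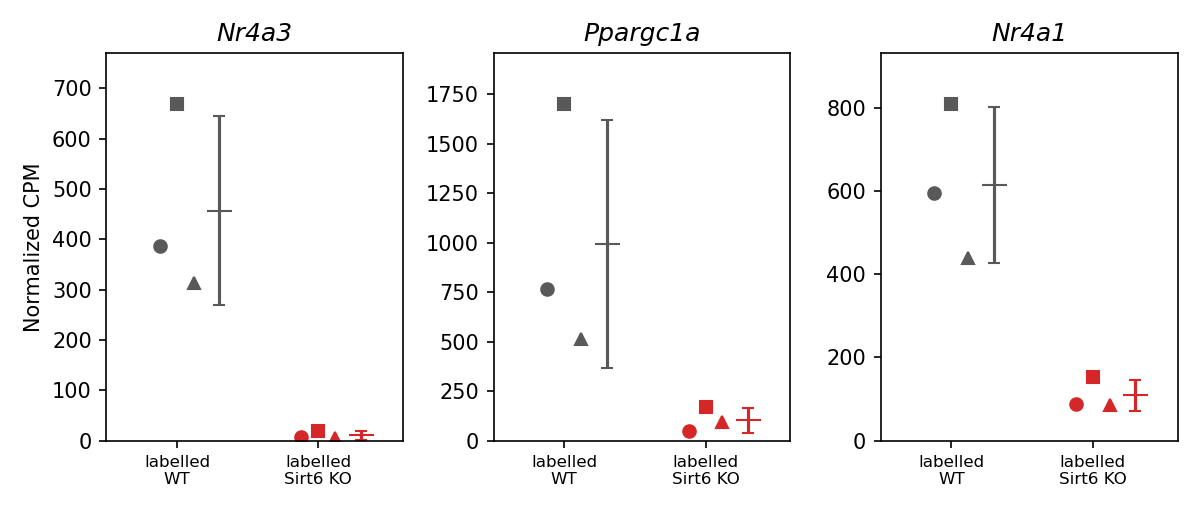
*Nr4a3*, *Ppargc1a* and *Nr4a1* in the GAS libraries, as TMM-normalized CPM on linear axes that start at 0. Each symbol is 1 library (circle, square and triangle for replicates 1, 2 and 3), and the bar with whiskers beside each group is its mean ± SD (n = 3). The group means are 457 and 10.3 for *Nr4a3*, 994 and 103 for *Ppargc1a*, and 614 and 108 for *Nr4a1*, for the libraries labelled WT and *Sirt6* KO respectively.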

Among the top 20 downregulated genes, multiple target genes downstream of cAMP response element-binding protein (CREB) were found, notably PGC-1α (*Ppargc1a*), Nor1 (*Nr4a3*), and Nur77 (*Nr4a1*), which are related to muscle fiber specification and mitochondrial respiration (Fig. 4b). qPCR analysis and Western blotting further confirmed changes in the expression of these genes (Fig. 4c, d).

**Fig. 4:**
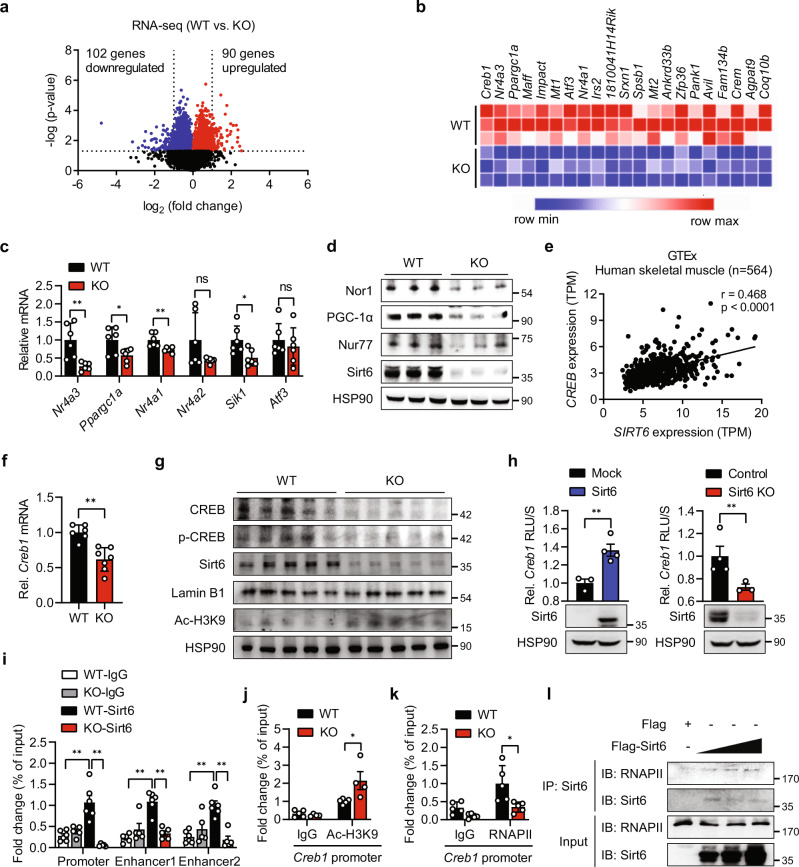
Decrease in CREB pathway in muscle of *Sirt6* KO mice. **a** Volcano plot showing the log_2_ fold-difference in mRNA expression in gastrocnemius muscles (GAS) of WT and *Sirt6* KO mice, assessed by StringTie analysis of RNA-seq data. Red and blue dots represent upregulated and downregulated DEGs with > 2-fold change and *p* < 0.05, res*p*ectively. Each sample was analyzed in triplicate. **b** Heat map of RNA-seq analysis of *Creb1* and top 20 downregulated genes. **c**, **d** qPCR and Western blotting analyses of CREB target genes in GAS of mice (*n* = 6). **e** Genotype tissue expression (GTEx) analysis of human skeletal muscle. Pearson correlation coefficient (*r*) between SIRT6 and CREB in human skeletal muscle were calculated. TPM, transcripts per million. **f**, **g** *Creb1* mRNA and levels of the indicated protein in GAS of mice (*n* = 6 for WT, *n* = 7 for KO). **h** *Creb1*-luciferase reporter activities in HEK293T cells overexpressing *Sirt6* or in cells with CRISPR/cas9 mediated *Sirt6* knockout (KO) were measured at 24 h post-transfection and expressed as the fold change relative to Mock or Control (*n* = 3 for Mock, *n* = 4 Sirt6, *n* = 4 for Control, *n* = 3 for Sirt6 KO). **i** Association of Sirt6 to *Creb1* promoter or enhancers was evaluated by ChIP-qPCR in GAS of WT and *Sirt6* KO mice (*n* = 5–6). **j**, **k** ChIP-qPCR for the association of Ac-H3K9 (*n* = 5 for WT, *n* = 4 for KO) (**j**) and RNA polymerase II (RNAPII) (*n* = 5) (**k**) to *Creb1* promoter in GAS of WT and Sirt6 KO mice. **l** HEK293T cells were transfected with increasing amount of *Sirt6* and the binding of Sirt6 to RNAPII was determined. Values are mean ± SEM. Data and all images are representative of at least three independent experiments. Negative binomial Wald Test using DESeq2 (**a**), unpaired two-tailed *t* test between two groups (**c**, **e**, **f**, **h**, **j**, **k**) and one-way ANOVA followed by Bonferroni’s post hoc analysis (**i**) were conducted for statistical analyses. *p < 0.05 and **p < 0.01. Source data are provided as a Source Data file.

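*Creb1* (NCBI gene 12912) lies on chromosome 1 of GRCm38 from 64532794 to 64604548. It was at 34.0, 28.8 and 25.3 normalized CPM in the 3 WT libraries and at 16.7, 12.9 and 15.6 in the 3 libraries labelled *Sirt6* KO. The log2 fold change was -0.96 (standard error 0.15, adjusted p = 0.0144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from a mean of 29.4 ± 4.36 (SD, n = 3) to one of 15.1 ± 1.94 (SD, n = 3). The difference kept its direction in each fit that left out 1 library, with an adjusted p above 0.05 without WT library 2 (0.0525), without the library labelled *Sirt6* KO 1 (0.0608) and without that labelled *Sirt6* KO 3 (0.0723). It was -0.63 (adjusted p = 0.0528) after the trend over GC content was removed. Over 14 alternatives, the adjusted p ranged from 6.79e-06 to 0.0723.

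All 20 heat map genes were lower in the libraries labelled *Sirt6* KO (in which *Sirt6* itself was higher), without overlap between the groups, and all 20 had an adjusted p under 0.05, both over all genes tested and adjusted over the list alone. The latter is not independent evidence, since the study chose the genes on these libraries. Their log2 fold changes ran from -5.47 to -1.95, with a median of -2.54, and their standard errors from 0.17 to 0.67. *Crem* (gene 12916), a second member of the CREB family, had the smallest adjusted p of the 20. It fell from 41.2 ± 2.96 to 9.24 ± 2.01 (SD, n = 3 each), a log2 fold change of -2.15 (standard error 0.17, adjusted p = 0.00873 from the same test), and it alone of the 20 kept an adjusted p under 0.05 in all 6 fits that left out 1 library. Without the library labelled *Sirt6* KO 1, or without that labelled *Sirt6* KO 3, 1 of the 20 genes passed; without WT library 1 or 2, 14 and 12 did. *Fam134b* (gene 66270) had the smallest decrease, -1.95 (standard error 0.34), and *Pank1* (gene 75735) the largest adjusted p, 0.0268.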

Since the role of Sirt6 in CREB regulation has never been explored, we then investigated a possible relationship between Sirt6 and CREB. Analysis of the human GTEx database revealed a strong positive correlation between *SIRT6* and *CREB* in the skeletal muscle tissues of 564 individuals (Fig. 4e). Consistent with this, CREB mRNA and protein levels were markedly downregulated in *Sirt6* KO muscles (Fig. 4f, g), while markedly upregulated in *Sirt6* Tg muscles (Supplementary Fig. 12a, b), suggesting the bona-fide effect of Sirt6 on the regulation of CREB.

The *Creb1*-luciferase reporter gene assay was next performed in HEK293T cells and the results were consistent; Sirt6 overexpression significantly induced the luciferase signal, while Sirt6 ablation attenuated it (Fig. 4h). These results confirmed the positive role of Sirt6 in *Creb1* transactivation. ChIP assays then revealed that Sirt6 is enriched in the proximal promoter and distal enhancer regions of the *Creb1* gene in the skeletal muscles of control mice, which was clearly diminished in *Sirt6* KO mice (Fig. 4i). Sirt6, as an anti-aging molecule, has previously been shown to be downregulated over ages in various tissues^28–30^, observations that were confirmed by our results that Sir6 protein was markedly reduced in the muscles of 20-week-old mice relative to 4-week-old mice (Supplementary Fig. 13a). The association of Sirt6 in *Creb1* promoters and enhancers was significantly diminished in 20-week-old mice (Supplementary Fig. 13b), suggesting the Sirt6 regulation of CREB in pathophysiological conditions.

Consistent with the observed increase in H3K9 acetylation in *Sirt6* KO mice (Fig. 4g), Ac-H3K9 occupancy in the *Creb1* promoter had also increased (Fig. 4j) while recruitment of RNA polymerase II (RNAPII) to the *Creb1* promoter was significantly dampened (Fig. 4k). This suggests that the intriguing possibility of a deacetylase activity dependent recruitment of RNAPII by Sirt6. We additionally observed the direct interaction of Sirt6 and RNAPII by co-IP in HEK293 cells transfected with plasmid expressing *Sirt6* (Fig. 4l).

### Sirt6 induces oxidative fiber conversion through the CREB-Sox6 axis

The balance between transcriptional activators and repressors is critical in determining the number of oxidative muscle fibers^5,31^. Since coactivator PGC-1α, which is downstream of CREB, was altered by Sirt6 deficiency (Fig. 4c, d), we checked the transcription repressors of oxidative fiber conversion in *Sirt6* KO mice. Results showed that *Sox6*, but not chromobox protein homolog 1 (*Cbx1*), trans-acting transcription factor 3 (*Sp3*), or purine rich element-binding protein B (*Purb*), was markedly increased in *Sirt6* KO muscle (Fig. 5a, b). Conversely, *Sirt6* Tg muscles showed decreased Sox6 expression (Fig. 5c, d). Moreover, Sox6 binding to the promoter of slow fiber-specific gene *Myh7* was significantly increased by *Sirt6* ablation (Fig. 5e), supporting the inference of a functional increase of Sox6 in the *Sirt6* KO mice. Since CREB is a negative regulator of Sox6^32^ and given our prior observation that Sirt6 enhanced CREB expression (Fig. 4), we measured whether CREB occupancy on *Sox6* promoter was altered in *Sirt6* KO muscle. CREB enrichment on *Sox6* promoter was observed, which was decreased by *Sirt6* ablation (Fig. 5f), implying that Sirt6-CREB-Sox6 axis regulates the expression of slow fiber-specific genes.

**Fig. 5:**
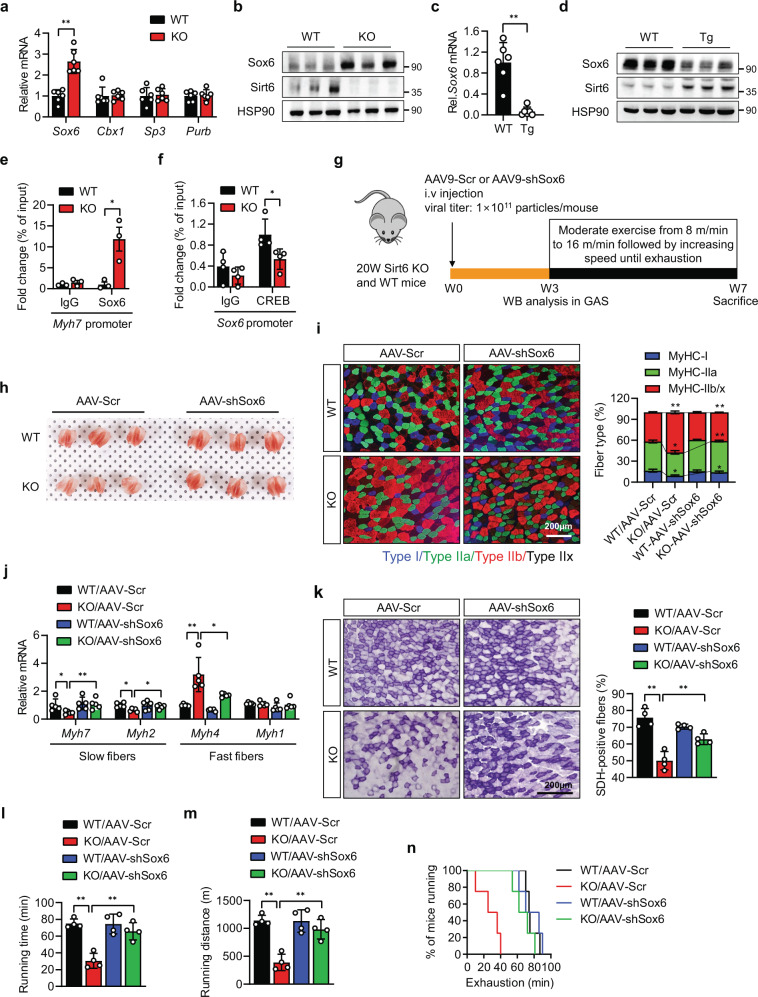
Reciprocal regulation between Sox6 and Sirt6 expression in muscle of *Sirt6* KO and Tg mice. **a**–**d** mRNA and protein levels of transcriptional repressor genes of slow muscle fiber in gastrocnemius muscles (GAS) of *Sirt6* KO and Tg mice (*n* = 6). **e** ChIP-qPCR assay for Sox6 association to *Myh7* promoter (*n* = 3). **f** ChIP-qPCR assay for CREB association to *Sox6* promoter (*n* = 4). **g** Schematic for in vivo AAV-shSox6 study. Twenty-week-old WT and *Sirt6* KO mice were i.v. injected with AAV9 expressing a scrambled shRNA (AAV-Scr) or shSox6 (AAV-Sox6). Three weeks later, muscle tissues were collected to confirm Sox6 knockdown. Mice were further subjected to treadmill exercise for 4 weeks. **h** Gross observation of GAS. **i** Representative immunofluorescence staining for MyHC-I, MyHC-IIa, and MyHC-IIb/x. Composition of each myofiber was quantified (*n* = 4). Bar=200 μm. **j** qPCR for marker genes of slow and fast fibers (*n* = 5). **k** Representative succinate dehydrogenase (SDH) staining and quantification of SDH-positive fibers (*n* = 4). Bar = 200 μm. **l**–**n** Running time, running distance, and time to exhaustion after four weeks of treadmill exercise training (*n* = 4). Values are mean ± SEM. Data are representative of at least three independent experiments. Unpaired two-tailed *t* test between two groups (**a**, **c**, **f**) and one-way ANOVA followed by Bonferroni’s post hoc analysis (**I**, **m**) were conducted for statistical analyses. *p < 0.05 and **p < 0.01. Source data are provided as a Source Data file.

The role of Sox6 in the downregulation of slow muscle fibers has been already identified^14^. To demonstrate the causal relationship of Sox6 to Sirt6-dependent muscle fiber-type changes, and because the AAV9 serotype has been identified as an effective means of targeting skeletal muscle^33^, we silenced *Sox6* in skeletal muscle using AAV9-mediated shSox6 delivery to mice (Fig. 5g). Western blotting, histology and biochemical analysis confirmed that the skeletal muscle-selective depletion of Sox6 had no effect on the heart and kidney tissues (Supplementary Fig. 14a–e). The reduction by *Sirt6* ablation of slow myofibers and corresponding increase in fast myofibers was efficiently restored by *Sox6* knockdown, which was confirmed by visual examination, immunostaining of MyHC isoforms, and qPCR analysis of fiber-type-specific genes (Fig. 5h–j). In addition, the ablation of Sox6 restored the population of SDH-positive fibers in *Sirt6* KO muscle (Fig. 5k). Strikingly, the decreased exercise performance in the *Sirt6* KO mice was completely reversed by *Sox6* silencing (Fig. 5l–n). To further demonstrate the role of the Sirt6-CREB axis as an upstream regulator for Sox6, we performed these experiments in CREB knockdown cells. The results indicated that the effect of Sirt6 in supporting slow muscle fiber was lost in the CREB knockdown C2C12 myotubes (Supplementary Fig. 15a, b). Altogether, these results clearly demonstrate that Sirt6 inhibits Sox6 expression through CREB activation, thereby contributing to myofiber switching to oxidative phenotype and enhanced exercise performance.

### Pharmacological Sirt6 activation enhances exercise performance

To provide a clinical proof-of-concept, we treated WT and *Sirt6* KO mice with the Sirt6 specific activator MDL801^34^ for 4 weeks as they were subjected to chronic treadmill exercise. The on-target specific functionality of Sirt6 activator MDL801 was confirmed by H3K9 deacetylation in the muscle tissues, which effect was completely gone in *Sirt6* KO muscles (Fig. 6a). Other deacetylases (Sirt1 and HDAC11) targeting H3K9 were not altered by treatment with MDL801 (Supplementary Fig. 16a). Consistent with the increase of RER (VCO_2_/VO_2_) and decrease of OCR caused by Sirt6 deficiency (Figs. 1g, 3f), lower RER and higher OCR were observed in mice and C2C12 cells that received MDL801 treatment (Supplementary Fig. 16b, c), confirming the role of Sirt6 activation in the shift towards oxidative phosphorylation. Notably, running time, running distance, and time to exhaustion had increased approximately 2-fold in MDL801-treated mice compared to vehicle (Fig. 6b–d), an effect that was not observed in Sirt6 KO mice. Consistent with the observation in *Sirt6* Tg (Supplementary Fig. 12), MDL801 treatment increased the expression of *Creb1* and its target genes, while decreasing *Sox6* in mice (Supplementary Fig. 16d). In addition, the effects of MDL801 on the expression of myofiber type-specific genes were blocked by CREB silencing in C2C12 myotubes (Supplementary Fig. 16e). In terms of functional consequences, we observed that mice treated with MDL801 showed increased slow fiber composition and size with a concomitant increase in mitochondrial oxidative capacity in their GAS and EDL muscles (Fig. 6e, f and Supplementary Fig. 17).

**Fig. 6:**
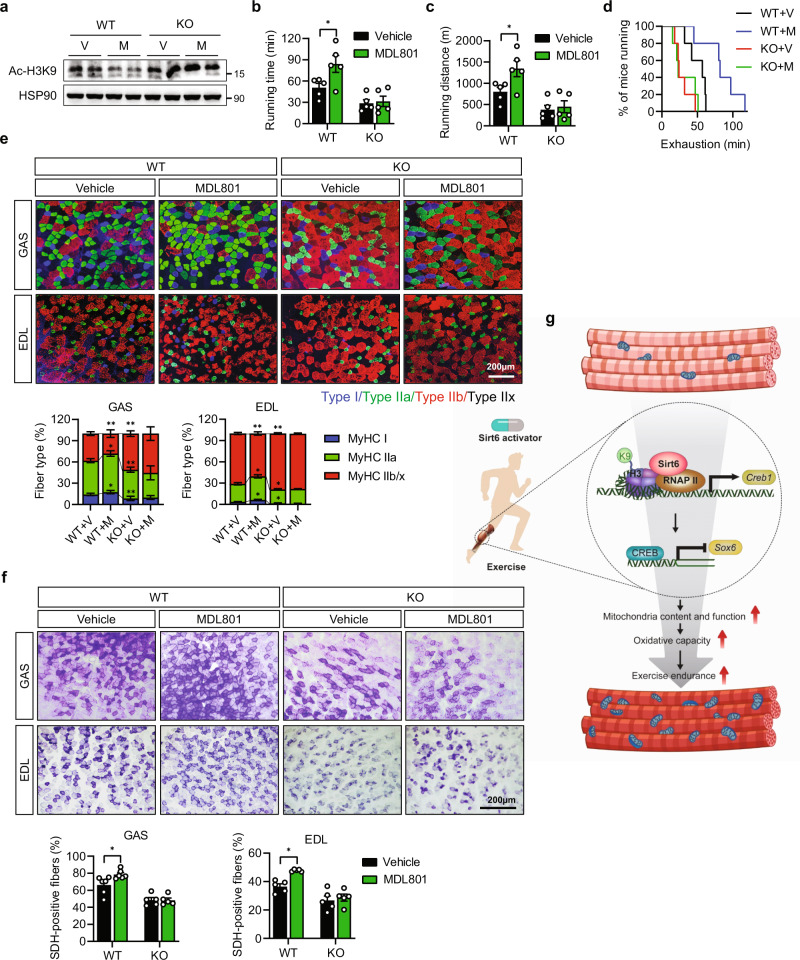
Increase in endurance exercise performance in mice treated with Sirt6 activator. Twenty five-week old WT and *Sirt6* KO mice were treated with MDL801 (100 mg/kg) via oral gavage once a day for four weeks during treadmill exercise program. **a** Representative Western blot analysis of H3K9 acetylation in gastrocnemius muscles (GAS). **b**–**d** Running time, running distance, and time to exhaustion were compared between MDL801 (M)- and vehicle (V)-treated WT and *Sirt6* KO mice (*n* = 5). **e** Representative immunofluorescence staining for MyHC-I, MyHC-IIa and MyHC-IIb/x in GAS and extensor digitorum logus (EDL). Composition of each myofiber was quantified (*n* = 5). Bar=200 μm. **f** Representative succinate dehydrogenase (SDH) staining and quantification of SDH-positive fibers (*n* = 5). Bar = 200 μm. **g** Proposed model for Sirt6 regulation of myofiber composition. Values are mean ± SEM. Data are representative of at least three independent experiments. One-way ANOVA followed by Bonferroni’s post hoc analysis (**e**) and two-way ANOVA followed by Tukey’s post hoc analysis (**b**, **c**, **f**) were conducted for statistical analyses. *p < 0.05 and **p < 0.01. Source data are provided as a Source Data file.

## Discussion

In the current study, we have identified a previously unrecognized function of Sirt6 as a molecular switch for reprogramming myofibers to the oxidative type and as an enhancer of exercise endurance (Fig. 6g). While skeletal muscle-specific *Sirt6* ablation attenuated slow fiber recruitment, *Sirt6* transgenic overexpression promoted it, which was reflected in increased mitochondrial content and oxidative capacity. Through transcriptome analysis combined with physiological data, we identified CREB as a target of Sirt6 in determining fast-to-slow fiber conversion. In line with previous findings that CREB plays a pivotal role in the metabolic function of skeletal muscle^35^, slow-fiber activating molecules downstream of CREB, including PGC-1α and Nr4a3/1 (encoding Nor1 and Nur77, respectively), were markedly upregulated by Sirt6. Conversely, Sox6, a potent repressor of slow muscle identity, was inhibited by Sirt6 and revealed to be downstream of CREB, thus specifying the Sirt6-CREB-Sox6 axis as a pathway in determining myofiber type. Lastly, the present study shows that Sirt6 activation may offer a promising exercise mimetic therapy, a conclusion corroborated by the evidence of Sirt6 upregulation by exercise in humans and mice. Maintaining Sirt6 protein level or activity in skeletal muscle is therefore essential to switching to the slow myofiber type and enhancing exercise endurance.

We utilized multiple animal models and in vivo gene delivery tools to manipulate Sirt6 gene expression specifically in skeletal muscle. Despite the varying degree of tissue specificity of Sirt6 gene manipulation, the results of the gene deletion (i.e., skeletal muscle-specific Sirt6 KO (*Myl1-Cre*) as well as AAV-shRNA mediated gene deletion) and overexpression (i.e., global Sirt6 Tg or intramuscular injection of AAV9-Sirt6) tests consistently affirmed that Sirt6 is a vital driver of oxidative, slow-twitch myofibers. Interestingly, although *Myl1* expression is specific to type II fibers and this was the case in our study- i.e., deletion efficiency of Sirt6 was higher in glycolytic muscles than in oxidative muscles (e.g., EDL vs. SOL), the effect of Sirt6 on muscle function and fiber-type specification was demonstrated consistently across all muscle type (GAS, EDL and SOL). As we focused for simplicity’s sake on the distinction between slow and fast myofibers in interpreting our initial experimental results, additional studies will be required to determine the slow fiber selective role of Sirt6 and the degree to which Sirt6-CREB-Sox6 signaling participates in defining the complete spectrum of myofiber subtypes. In addition to the spatial limitation described above, our model *Myl1-*Cre-mediated Sirt6 KO mice raises the temporal limitation-developmentally early onset of *Sirt6* gene silencing-so it may be premature to draw a definitive conclusion the Sirt6 enhances exercise performance by facilitating the fast-to-slow fiber shift.

We demonstrated that mitochondrial biogenesis was significantly reduced in *Myl1-Cre Sirt6* KO mice, a result that conflicts with a previous report by Cui et al.^21^, in which *Mck-*Cre-mediated *Sirt6* KO deletion did not show any change in mitochondrial biogenesis. The difference may be due to the timing of Sirt6 deletion in the development stages. While myosin light chain (*Myl1*) expression starts embryonically (E9), muscle creatine kinase (*Mck*) expression generally begins perinatally during the later stage of myotube maturation and myofiber formation (E15)^25,26^. Impairment of mitochondrial biogenesis in *Myl1-Cre* Sirt6 KO mice may be the result of temporal effect of Sirt6 deletion, depending on the developmental stage of the modulated muscle.

Given that slow muscle fibers are rich in mitochondria and preferentially use oxidative phosphorylation as an energy source, it was not surprising to observe noticeable derangements in mitochondrial structure and respiratory function in the *Sirt6* KO mice. When observed by EM, around 80% of the mitochondria in *Sirt6* KO muscle displayed morphological defects characterized by disrupted cristae. These findings were consolidated by results that the mitochondria from GAS muscles of *Sirt6* KO mice were functionally impaired, evidenced by higher RER and lower oxygen consumption during exercise training. Although the CREB-Sox6 pathway was identified as a downstream target of Sirt6 in supporting myofiber specification and mitochondrial biogenesis, we propose that PGC-1α, a key player in mitochondrial biogenesis in skeletal muscle^8,9^, is an additional link in mediating the benefits that Sirt6 provides to muscle. It was previously reported that PGC-1α is regulated by several upstream molecules including Sirt6^36^, Sirt1, and AMP-activated protein kinase (AMPK)^37^. Sirt1 has been shown to interact with PGC-1α to regulate mitochondrial biogenesis and fatty acid oxidation in skeletal muscle^38,39^. AMPK in skeletal muscle directly phosphorylates PGC-1α, increasing fatty acid oxidation and mitochondrial biogenesis^40^ and Sirt6 has been shown to regulate AMPK in skeletal muscle^21^. Our observations that both PGC-1α and AMPK activity are downregulated in *Sirt6* KO mice (Supplementary Fig. 18) suggest a possible, if partial, role for AMPK-PGC-1α in mediating the regulatory effects of Sirt6 on mitochondrial biogenesis and muscle oxidative capacity.

The determination of myofiber types is dynamically regulated and coordinated by several transcriptional activators and repressors^41^. 

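By unadjusted p-value among the 13801 genes tested in GAS muscle, *Crem* was in place 4, *Nr4a3* in place 55, *Nr4a1* in place 71, *Creb1* in place 302 and *Ppargc1a* in place 611. By log2 fold change, *Creb1* was in place 953 from the most decreased gene. The 6 CREB target genes of Fig. 4c (*Nr4a3*, *Ppargc1a*, *Nr4a1*, *Nr4a2*, *Sik1* and *Atf3*) were all lower in the libraries labelled *Sirt6* KO, in which *Sirt6* was higher, with a mean log2 fold change of -3.37, and all 6 had an adjusted p under 0.05 over all genes and adjusted over the list alone. As a set they were lower than the other genes (camera with an inter-gene correlation of 0.01, p = 9.93e-05 after Benjamini-Hochberg adjustment over 8 sets). The fry test, which asks whether a set's own genes differ at all rather than more than other genes, gave an adjusted p of 0.0261. Of the 6 genes, 4 are in the heat map and were thus chosen on these libraries. The other two were *Nr4a2* (NCBI gene 18227), which fell from 6.96 ± 4.52 to 0.629 ± 0.216 CPM (SD, n = 3 each; log2 fold change -3.46, standard error 0.60, adjusted p = 0.0166 from edgeR's quasi-likelihood test), and *Sik1* (gene 17691), which fell from 112 ± 66.8 to 21.7 ± 5.53 (log2 fold change -2.37, standard error 0.48, adjusted p = 0.0229). With each library left out in turn, the mean of the 6 genes lay between -3.82 and -3.05, while *Nr4a2* had an adjusted p under 0.05 in 2 and *Sik1* in 1 of these 6 fits (adjusted p up to 0.0818 and 0.0987).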

To identify the molecules responsible for mediating the effects of Sirt6 on muscle fiber-type specification, we first performed RNA-seq analyses, determining that CREB and its target genes are those most affected by *Sirt6* ablation. Further, GTEx analysis showed a strong correlation between Sirt6 and CREB in human skeletal muscle. CREB is activated by exercise in human skeletal muscle^42,43^ and drives gene expression changes capable of metabolic adaptation and muscle performance^35^. In this study, CREB expression and its target genes responsible for the regulation of fiber types and mitochondrial function, including PGC-1α and Nr4a3/1, were substantially repressed in *Sirt6* KO mice. Our study shows that Sirt6 promotes CREB transcription by enhancing RNAPII recruitment to enhancers and promoters of *Creb1*, despite diminished histone acetylation. Although deacetylation of histone proteins by Sirt6 generally correlates with chromatin condensation and gene silencing^44^, there is also evidence that Sirt6 can activate certain genes while mediating histone deacetylation. For example, Sirt6 acts as a nuclear factor erythroid 2-related factor 2 (Nrf2) coactivator to protect against oxidative stress in human mesenchymal stem cells, wherein Sirt6 was found to be in a protein complex with Nrf2 and RNAPII^45^, in accordance with our results.

With respect to the counterregulatory targets of Sirt6 against fast-to-slow fiber-type shift, we observed that Sox6, a transcriptional repressor, was negatively regulated by Sirt6. While a previous study using MIN6 pancreatic beta cells indicated that CREB binds to *Sox6* promoter to inhibit gene transcription^32^, we reveal here a role of the CREB-Sox6 network in myofiber transition toward the slow fiber type. Sox6 belongs to the evolutionarily conserved Sox family, which is highly expressed in skeletal muscle^13^. Specifically, Sox6 suppresses the expression of slow fiber-specific genes by directly binding to their enhancer or promoter regions, thus indirectly inhibiting several transcriptional activators such as TEA domain family member 1 and 4 (TEAD1/4)^46^. Skeletal muscle-specific *Sox6* KO mice exhibited an increased proportion of slow myofibers and mitochondrial activity, leading to improved muscular endurance^14^. In this study, the altered proportion of slow fibers and concomitant repression of running endurance in *Sirt6* KO mice were completely reversed by AAV-mediated *Sox6* knockdown in skeletal muscle. CREB mRNA level, however, remained unchanged by *Sox6* silencing (data not shown), suggesting that CREB acts at the upstream level of Sox6.

Because Sirt6 has been implicated as a key regulator of aging and aging-related diseases, the Sirt6-CREB-Sox6 axis is expected to have diverse pathophysiological roles. Consistent with previous reports^28–30^, we observed a more dramatic decline in Sirt6 levels in the muscles of 20-week-old mice than in those of 4-week-old mice. CREB signaling was disturbed in the brain of aged mice, and has been considered as a therapeutic target for age-related cognitive deficits^47^. The Sirt6-CREB-Sox6 axis might accordingly be implicated in the treatment of various aging-related diseases as well as the study of muscle biology. Future studies to follow-up these results are well warranted.

Lastly, we determined that administrating the Sirt6 activator MDL801 to mice dramatically increased the proportion of slow fibers, mitochondrial activity, and exercise endurance with adequate regulation of the CREB-Sox6 pathway, confirming that Sirt6 activation leads to reprogramming of myofiber composition to adapt to endurance exercise. Despite much interest, the exercise mimetics that are currently known remain very limited: agonists of AMPK or PPARδ have been considered to have this effect^48^. In addition to the emerging value of Sirt6 as a therapeutic target for a variety of metabolic and inflammatory diseases^44^, our findings add a further layer of clinical significance to the role of Sirt6 activators in enhancing exercise endurance.

## Methods

### Animal studies

All animal experiments were performed in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 2011). *Sirt6*^*flox/flox*^ mice (*Sirt6*^*tm1.1Cxd*^/J, Stock No: 017334), *Myl1/MLC1f-Cre* mice (*Myl1*^*tm1(cre)sjb*^/J, Stock No: 024713), *Sirt6* Tg mice (C57BL/6-Tg(RP23-352G18)1Coppa/J, Stock No: 028361), and R26R reporter mice (FVB.129S4(B6)-Gt(ROSA)26Sortm1Sor/J, Stock No: 009427) were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). *Sirt6*^*flox/flox*^ and *Myl1-Cre* mice were crossed to generate skeletal muscle-specific deletion of *Sirt6*, while hemizygous *Sirt6* Tg mice were used for whole-body overexpression. *Myl1-Cre* and R26R reporter mice were crossed to visualize Cre-mediated recombination.

For pharmacological activation, MDL801 (Chemscene, Monmouth Junction, NJ, USA) dissolved in PBS containing 5% DMSO, 10% Titrisol and 30% Solutol was administered to mice orally at a dose of 100 mg/kg for 30 days. Mice had free access to food and water and were maintained in a room with controlled humidity (50%) and temperature (22 °C) on a 12-h light/dark cycle.

For Sox6 knockdown, twenty-week-old Sirt6 KO and age-matched wild-type male mice were intravenously injected with adeno-associated virus 9 (AAV9) scrambled control or AAV9-Sox6 shRNA (viral titer: 1 × 10^11^ particles/mouse) (Genecopoeia, Rockville, MD, USA). Three weeks after AAV injection, muscle tissues (GAS) and heart were collected, and Sox6 expression was measured to confirm its knockdown. Mice were then subjected to treadmill running exercise.

For local overexpression of Sirt6 in skeletal muscles, control or AAV9-Sirt6 (Genecopoeia) was intramuscularly injected to mice (viral titer: 1 × 10^11^ particles/mouse). At two weeks after AAV injection, mice were subjected to treadmill running exercise for 4 weeks.

All animal experiments were performed in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 2011). The study protocol was approved by the Institutional Animal Care and Use Committee of Chonbuk National University (permit number: CBNU 2017-0087).

### Grip strength measurement and treadmill running

Forelimb grip strength of mice (male, 25-week old) was measured using a digital grip-strength meter (Jeung Do Bio & Plant, Seoul, Korea) and normalized by lean body mass. A mouse grabbing a grid was horizontally pulled by its tail away from the grid and peak force was measured. Each mouse was tested three times, with each test taking place after a 15 min rest period. For treadmill running, a single-lane treadmill (Jeung Do Bio & Plant) was used. Mice were acclimatized to the treadmill with a daily 15 min run at 6 m/min for 5 days. Mice were then subjected to a daily chronic treadmill running test for 4 weeks. The treadmill ran at 8 m/min for the first 15 min followed by increases of 2 m/min every 10 min toward 16 m/min until exhaustion. Running time and distance were recorded for each mouse.

### Body fat and lean percentage

The body fat percentage was determined using a Bruker Minispec mq 7.5 NMR analyzer (Bruker Optics, Ettlingen, Germany).

### Indirect calorimetry

Mice (male, 25-week old) were housed in an Oxymax/CLAMS metabolic cage system from Columbus Instruments (Columbus, OH, USA) with one mouse/chamber. Mice were placed in metabolic cages for one day to adapt and avoid stress during analysis. After 24-h acclimatization, mice were monitored continuously for 72 h at ad libitum feeding in an environmental room set at 20–23 °C with 12 h–12 h (7:00 pm–7:00 am) dark-light cycles. The respiratory exchange ratio (VO_2_/VCO_2_) was measured by the Oxymax system. Data collected from the last 24 h of the experiment were used for analysis.

### Ex vivo muscle isometric force and fatigue measurement

GAS muscles were dissected from the hind limbs of euthanized mice. Stainless steel hooks were tied to the tendons of the GAS muscles using 6-0 nylon sutures and the muscles were mounted vertically between a force transducer (Model 159901, Radnoti, Monrovia, CA, USA) and an adjustable hook. The muscles were immersed in an organ bath with platinum electrodes continuously perfused with O_2_/CO_2_ (95/5%)-saturated Krebs-Ringer solution (118 mM NaCl, 4.75 mM KCl, 24.8 mM NaHCO_3_, 1.18 mM KH_2_PO_4_, 2.5 mM CaCl_2_ ∙ 2H_2_0, 1.18 mM MgSO_4_ and 10 mM glucose). At the start of each experiment, muscle length was adjusted to yield the maximum force (100 V for 2 ms) using a previously described protocol with slight modification^49^. After equilibration, GAS muscles were subjected to different stimulation frequencies to measure tetanic force (2 ms pulses at 10–200 Hz for 500 ms at 100 V with 1-min recovery intervals). Fatigue measurements of GAS muscles were evaluated through repeated bouts of stimulation, each lasting 7 min at a frequency of 1 Hz and 100 V. Data collection and analysis were performed using LabChart Pro Software (Version 8, ADInstruments, Colorado Springs, CO, USA). Muscle length and wet weight were measured at the end of each experiment.

### Histology

Skeletal muscle tissues were immediately placed in 30% sucrose solution and embedded with liquid nitrogen-cooled isopentane. For SDH staining, frozen sections (10 µm) were incubated in 0.2 M sodium phosphate buffer solution (pH 7.6) containing 0.6 mM nitro blue tetrazolium and 50 mM sodium succinate (Sigma-Aldrich, St Louis, MO, USA) for 30 min at 37 °C. Slides were washed with DiH_2_O and mounted with aqueous mounting media. For staining of myosin heavy chain isoforms, muscle sections were incubated overnight at 4°C with primary antibodies for MyHC1 (BA-D5, 1:100 dilution, DSHB, lowa City, IA, USA), MyHC2a (SC-71, 1:100 dilution, DSHB), MyHC2b (BF-F3, 1:50 dilution, DSHB). After washing, secondary antibodies (Alexa Fluor 350-conjugated goat anti-mouse IgG2b, A21140, 1:100 dilution, Alexa Fluor 488-conjugated goat anti-mouse IgG1, A21121, 1:100 dilution, and Alexa Fluor 594-conjugated goat anti-mouse IgM, A21044, 1:100 dilution, Thermo Fisher Scientific, Waltham, MA, USA) were incubated for 1 h at 37 °C. Images were acquired using a Leica DM750 microscope (Leica, Wetzlar, Germany). Image analysis was performed using iSolution DT 36 software (Carl Zeiss, Oberkochen, Germany).

### Transmission electron microscopy (TEM) and image analysis

For TEM analysis, GAS muscle samples were immediately fixed in 2% paraformaldehyde and 2% glutaraldehyde in 50 mM sodium cacodylate buffer (pH 7.4) overnight. The tissue samples were post-fixed for 1.5 h with 1% osmium tetroxide in 50 mM sodium cacodylate buffer, stained overnight with 0.5% uranyl acetate, and dehydrated in ethanol series. The samples were infiltrated with a mixture of propylene oxide and Epon 812 resin (EMS, Hatfield, PA, USA) for viewing and imaging under the Hitachi Bio-TEM (Tokyo, Japan) at the Chonbuk National University Electron Microscopy facility. At least five fields of view of intermyofibrillar and subsarcolemmal mitochondria populations were captured for each section. The total number of IMF and SS mitochondria with normal or abnormal morphology per 1 µm^2^ was counted in each group. iSolution DT 36 software (Carl Zeiss) was used to calculate mitochondrial number.

### Cell culture, transient transfection and reporter gene assays

C2C12 cells and HEK293T cells were obtained from ATCC (Manassas, VA, USA). C2C12 myoblasts were maintained in culture at <80% confluence in DMEM supplemented with 10% FBS. Differentiation of C2C12 cells was initiated by replacing 10% FBS by 2% horse serum (Gibco Life Technologies, Waltham, MA, USA). Differentiation media were changed every two days and cells at day 5 were considered as differentiated myotubes.

For knockdown of *Creb1* or *Sirt6*, C2C12 cells were transfected with 50 μM of siRNAs targeting for *Creb1* or *Sirt6* (Bioneer, Daejeon, Korea) using Lipofectamine RNAiMAX Reagent (Thermo Fisher Scientific). Cells were maintained for 5 days in a differentiation medium containing 2% horse serum.

*Creb1* promoter reporter activities were measured in HEK293T cells after Sirt6 overexpression or deletion. HEK293T cells were transfected with Creb1-GLuc-ON^™^ Promoter Reporter construct along with either control (Mock) or Sirt6 expressing plasmid, and incubated for 24 h. For Sirt6 KO studies, control cells and Sirt6 KO cells were transfected and incubated for 24 h with Creb1-GLuc-ON™ Promoter Reporter construct. Culture media were collected for luminance measurement and transcriptional response activity values were expressed as luminance fold changes. *Creb1* promoter activity was measured using the Secrete-Pair Dual Luminescence Assay Kit (GeneCopoeia), which enables analysis of the activities of *Gaussia* Luciferase (GLuc) and Secreted Alkaline Phosphatase (SEAP) in cell culture media.

### Generation of Sirt6 KO cells using CRISPR/Cas9 system

HEK293T cells lacking Sirt6 were generated using the CRISPR/Cas9 system. To generate the KO cell line, HEK293T cells were transfected using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA) with 4 μg of all-in-one plasmid expressing Cas9, green fluorescent protein (GFP), and guide RNA (gRNA) reagent. After 24 h, GFP-expressing cells were sorted by FACS Aria III (BD, Franklin Lakes, NJ, USA) and were maintained with complete media. The KO cell line clone was validated by Western blotting of Sirt6. The gRNA sequences for human Sirt6 (NM_001193285.3) were 5′-acttgcccttatccgcgtaCGG-3′ and 5′-gctgatgccggcgcccgtgTGG-3′ targeting exon 1 and exon 2, respectively. The plasmid was designed and purchased from Sigma-Aldrich.

### Primary myofiber isolation

For myofiber isolation, GAS muscles were enzymatically digested with 2% type 1 collagenase (Worthingon, Lakewood, NJ, USA) for 90 min in shaking water bath at 37 °C. Digested muscles were blocked in DMEM with 10% FBS. The single myofibers were released by applying gentle pressure to the muscle, washed with 2% horse serum several times and collected for Seahorse analysis.

### Mitochondrial respiration

For Seahorse analysis (XF96, Agilent Technologies, Santa Clara, CA, USA), isolated myofibers and C2C12 myoblasts were seeded in XF24 plates. After six days of differentiation, C2C12 cells were treated overnight with vehicle (DMSO) or MDL801 (5 or 10 μM). One hour prior to beginning the assay, myofibers and C2C12 myotubes were changed to DMEM containing with 5 mM glucose and 1 mM pyruvate. Oxygen consumption rate (OCR) was then measured according to manufacturer instructions with the injection of the Seahorse XF Cell Mito Stress Test Kit (Agilent Technologies). Respiration was measured three times by injection of oligomycin (1 µM), FCCP (0.5 µM) and rotenone/antimycin A (1 µM). Data were normalized to protein content.

### Western blotting

Tissue homogenates (20 μg) were separated by 10% SDS-PAGE and transferred to PVDF membranes. After blocking with 5% skim milk, blots were probed with primary antibodies against Sirt6 (#12486, 1:200 dilution, Cell Signaling Technology, Beverly, MA, USA), CREB (#9197, 1:1000 dilution, Cell Signaling Technology), p-CREB (#9198 1:1000 dilution, Cell Signaling Technology), pAMPKα (#50081, 1:1000 dilution, Cell Signaling Technology), AMPKα (#5831, 1:1000 dilution, Cell Signaling Technology), Sox6 (ab64946, 1:1000 dilution, Abcam, Cambridge, UK), T-OXPHOS (ab110413, 1:1000 dilution, Abcam), Mfn1 (ab57602, 1:1000 dilution, Abcam), OPA1 (612606, 1:1000 dilution, BD Biosciences, Franklin Lakes, NJ, USA), HSP90 (ADI-SPA-836-F, 1:1000 dilution, Enzo Life Sciences, Plymouth Meeting, PA, USA), PGC-1α (AB-3242, 1:1000 dilution, Millipore, Danvers, MA, USA), Ac-H3K9 (H9286, 1:1000 dilution, Sigma-Aldrich), α-myosin (M4276, 1:400 dilution, Sigma-Aldrich), Drp1 (sc-271583, 1:1000 dilution, Santa Cruz Biochemicals, Dallas, TX, USA), Fis1 (sc-376447, 1:1000 dilution, Santa Cruz Biochemicals), Nor1 (sc-393902, 1:1000 dilution, Santa Cruz Biochemicals), Nur77 (sc-365113, 1:1000 dilution, Santa Cruz Biochemicals), Sirt1 (sc-74504, 1:1000 dilution, Santa Cruz Biochemicals), HDAC11 (sc-390737, 1:1000 dilution, Santa Cruz Biochemicals), and Lamin B1 (sc-6216, 1:1000 dilution, Santa Cruz Biochemicals). For immunoprecipitation HEK293T cells were transfected with expression plasmids for Flag and Flag-Sirt6. After 24 h, 500 μg of protein precleared with protein G-agarose was incubated with anti-Sirt6 overnight at 4 °C, then with protein G-agarose at 4 °C for 2 h. Blots were probed with primary antibody against RNAPII (920101, 1:2500 dilution, BioLegend, San Diego, CA, USA), Sirt6 (#12486, 1:200 dilution, Cell Signaling Technology), and signals were detected with a Las-4000 imager (GE Healthcare Life Science, Pittsburgh, PA, USA).

### RNA isolation and real-time quantitative RT-PCR (qPCR)

Total RNA was extracted from skeletal muscle tissues using TRIzol reagent (Invitrogen). First-strand cDNA was generated using the random hexamer primer provided in a first-strand cDNA synthesis kit (Applied Biosystems, Foster City, CA, USA). Specific primers for each gene (Supplementary Table 1) were designed using qPrimerDepot (http://mouseprimerdepot.nci.nih.gov). qPCR reactions were conducted in a final volume of 10 μl containing 10 ng of reverse-transcribed total RNA, 200 nM of forward and reverse primers and PCR master mix. qPCR was performed in 384-well plates using an ABI Prism 7900HT Sequence Detection System (Applied Biosystems). The mRNA level of each target gene of interest was normalized to that of *Gapdh* (in the case of nuclear-encoded genes) or 16 S rRNA (in case of mtDNA-encoded genes).

For mitochondrial DNA content analysis, total DNA was extracted using a genomic DNA purification kit (Qiagen, Hiaden, Germany). Relative mtDNA was quantified by qPCR using primers for the mitochondrially encoded gene cytochrome oxidase 2 (*Cox2*), normalized to the nuclear-encoded gene cyclophilin A (*Ppia*).

### Chromatin immunoprecipitation

Muscle tissues (100 mg) were chopped and cross-linked by incubating cells in 1% formaldehyde for 15 min at room temperature. Cross-linking was arrested by 5 min of incubation with 125 mM glycine. ChIP assay was performed using ChIP Enzymatic Chromatin IP Kits (Cell Signaling Technology). Chromatins were immunoprecipitated overnight at 4 °C with antibodies to Sirt6 (#12486, 1:200 dilution, Cell Signaling Technology), nonspecific IgG (#2729, 1:250 dilution, Cell Signaling Technology), RNAPII (920101, 1:250 dilution, BioLegend), CREB (MA1-083, 1:250 dilution, Abcam), Ac-H3K9 (H9286, 1:250 dilution, Sigma-Aldrich), and Sox6 (ab64946, 1:250 dilution, Abcam). qPCR for the ChIP DNA was performed to determine an association between Sirt6, RNAPII, or Ac-H3K9 to the *Creb1* promoter, Sox6 to the *Myh7* promoter, or CREB to the *Sox6* promoter. Data were normalized to input. All primer sequences are listed in Supplementary Table 1.

### RNA sequencing (RNA-Seq) and data analysis

RNA from GAS muscle of ~20-week-old male mice was used. A TruSeq RNA sample preparation Kit v2 (Illumina, San Diego, CA, USA, #RS-122-2001) was used to convert the poly-A containing mRNA in total RNA into a cDNA library using poly-T oligo-attached magnetic bead selection. Following mRNA purification, the RNA was physically fragmented prior to reverse transcription and cDNA generation. The fragmentation step resulted in an RNA-Seq library that included inserts ranging in size from approximately 100–400 bp. The average insert size in an Illumina TruSeq RNA sequencing library was approximately 200 bp. The cDNA fragments then underwent an end repair process, with the addition of a single ‘A’ base to the 3′ end followed by ligation of the adapters. The resulting products were then purified and enriched with PCR to create the final double-stranded cDNA library. Libraries were quantified using KAPA Library Quantification kits for Illumina Sequencing platforms according to the qPCR Quantification Protocol Guide (KAPA BIOSYSTEMS, KK4855), and qualified using TapeStation D1000 ScreenTape (Agilent Technologies). Indexed libraries were then submitted to an Illumina Hiseq 4000, and paired-end (2×100 bp) sequencing was performed by Macrogen (Seoul, Korea). The relative abundances of the gene were measured in Read Count using StringTie. Statistical analysis of differential gene expression was performed using abundance estimates for each gene in the samples. Genes with FPKM values greater than 1 in the samples were excluded. To facilitate log_2_ transformation, 1 was added to each FPKM value for filtered genes. Filtered data were log_2_-transformed and subjected to quantile normalization. The statistical significance of differential expression data was determined using fold change. Gene-enrichment analysis and KEGG pathway analysis for DEGs were also performed based on Gene Ontology (http://geneontology.org/) and KEGG pathway (https://www.genome.jp/kegg/) databases respectively.

### Bioinformatic analysis

To examine expression levels of sirtuin family members in the skeletal muscles of sedentary and exercise-trained subjects, a public microarray dataset was analyzed (GSE9103). Precise information about characteristics of the subjects and exercise conditions were described in a previous report^50^. Briefly, transcript profiling was obtained using Vastus Lateralis skeletal muscle biopsy samples from ten sedentary and ten trained healthy young (18–30 years old) individuals. Sedentary individuals exercised less than 30 min per day, twice per week. Trained individuals had performed ≥1 h cycling or running 6 days per week over the past 4 years.

### Statistical analysis

Data are expressed as the mean ± Standard Error of the Mean (SEM). Statistical comparisons among multiple groups were made using one-way analysis of variance (ANOVA) followed by Bonferroni’s post hoc analysis and two-way ANOVA followed by Tukey’s post hoc analysis. The significance of differences between two groups was determined using Student’s unpaired *t* test. Correlation coefficient was calculated between CRE8 and Sirt6. A *p* value of less than 0.05 was considered significant. IBM SPSS version 27 were used for all statistical analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

## Data Availability

The source data underlying all box plots, bar, and line graphs can be found in the online Source Data File as well as the original uncropped Western blots. Raw and processed RNA-seq datasets were deposited to NCBI’s GEO database under the accession number (GSE186105). RNA-seq data can be accessed using the link. Public microarray data (GSE9103) can be accessed using the link. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Sirt6 reprograms myofibers to oxidative type through CREB-dependent Sox6 suppression
**Source:** Nat Commun. 2022 Apr 4;13:1808. doi: 10.1038/s41467-022-29472-5
**Supplement:** Supplementary file 1 — Supplementary Information

# **Sirt6 reprograms myofibers to oxidative type through CREB-dependent Sox6 suppression**

Mi-Young Song<sup>1,\*</sup>, Chang Yeob Han<sup>2,\*</sup>, Young Jae Moon<sup>1</sup>, Ju Hyung Lee<sup>3</sup>, Eun Ju Bae<sup>2,\$</sup>, and Byung-Hyun Park<sup>1,\$</sup>

Running title: Sirt6 is a molecular switch regulating myofiber composition

## Contents

1. Supplementary table
2. Supplementary figures

## 1. Supplementary table

**Supplementary Table 1. Sequences for primers (forward, FOR; reverse, REV)**

| Gene (qPCR)  | Sequences for primers                                                  |
|--------------|------------------------------------------------------------------------|
| <i>Myh7</i>  | FOR: ACAAGCTGCAGCTGAAGGTG<br>REV: TCATTCAGGCCCTTGGCAC                  |
| <i>Myh2</i>  | FOR: CCAGCTGCACCTTCTCGTTTGCCAG<br>REV: CATGGGGAAGATCTGGTCTTCTT         |
| <i>Tnni1</i> | FOR: TGAAGCCAAATGCCTCCACAACAC<br>REV: ACACCTTGTGCTTAGAGCCCAGTA         |
| <i>Tnnc1</i> | FOR: AGCTCATGAAGGACGGTGACAAGA<br>REV: AACCGTGCAAGACCAGCATCTACT         |
| <i>Tnnt1</i> | FOR: AAGGGGAGCGTGTGGATTTTG<br>REV: TCCTCCTTTTTCCGCTGTTCA               |
| <i>Myh4</i>  | FOR: CCTGGAACAGACAGAGAGGAGCAGGAGAG<br>REV: GTGAGTTCCTTCACTCTGCGCTCGTGC |
| <i>Myh1</i>  | FOR: TGCAACAGTTCTTCAACCAC<br>REV: GCCAGGTCCATCCCAAAGT                  |
| <i>Tnnt3</i> | FOR: AACTGGAGACTGACAAATTCGAGT<br>REV: GCTGTGCTTCTGGGTTTGGT             |
| <i>Tnnc2</i> | FOR: CCATCATCGAGGAGGTGGAC<br>REV: CTTCCCCTTCGCATCCTCTT                 |
| <i>Tnni2</i> | FOR: GCACCTGAAGAGTGTGATGCT<br>REV: TCTCCTTCTCAGATTCTCGGC               |
| <i>Ppia</i>  | FOR: GCATACGGGTCCTGGCATCTTGTCC<br>REV: ATGGTGATCTTCTTGCTGGTCTTGC       |
| <i>Mb</i>    | FOR: CATGGTTGCACCGTGCTCACAG<br>REV: GAGCCCATGGCTCAGCCCTG               |
| <i>Sdhb</i>  | FOR: CAGAGTCGGCCTGCAGTTTC<br>REV: GGTCCCATCGGTAAATGGCA                 |
| <i>Fndc5</i> | FOR: TCCTCTTCATGTGGGCAGGT<br>REV: GGGCTCGTTGTCCTTGATGATA               |
| <i>Nrf1</i>  | FOR: GGAGCACTTACTGGAGTCC<br>REV: CTGTCCGATATCCTGGTGGT                  |
| <i>Tfam</i>  | FOR: GCAAAGGATGATTTCGGCTCAGGGAA<br>REV: CCGGATCGTTTCACACTTCGACGG       |
| <i>Mtco1</i> | FOR: CTACTATTCGGAGCCTGAGC<br>REV: GCATGGGCAGTTACGATAAC                 |
| <i>Mtco2</i> | FOR: AACCATAGGGCACCAATGATAC<br>REV: GGATGGCATCAGTTTTAAGTCC             |
| <i>Mcad</i>  | FOR: GGTTTGGCTTTTGGACAATG<br>REV: TGACGTGTCCAATCTACCACA                |
| <i>Atp5o</i> | FOR: TCTCGACAGGTTCGGAGCTT<br>REV: AGAGTACAGGGCGGTTGCATA                |
| <i>Cox5b</i> | FOR: TTCAAGGTACTTCGCGGAGT<br>REV: CGGGACTAGATTAGGGTCTTCC               |
| <i>Cycs</i>  | FOR: CCAAATCTCCACGGTCTGTTC                                             |

|                 |                              |
|-----------------|------------------------------|
|                 | REV: ATCAGGGTATCCTCTCCCCAG   |
| <i>Ndufs1</i>   | FOR: TGCAAATCCCTCGATTCTGTTC  |
|                 | REV: GCTTTCTCAATCTCTACCAGGC  |
| <i>Ndufv2</i>   | FOR: GCAAGGAATTTGCATAAGACAGC |
|                 | REV: TAGCCATCCATTCTGCCTTTG   |
| <i>Nr4a3</i>    | FOR: TAGCCATCCATTCTGCCTTTG   |
|                 | REV: TGGTGTATTCCGAGCCATAAGT  |
| <i>Ppargc1a</i> | FOR: ACGAGGCCAGTCCTTCCTCC    |
|                 | REV: AGCTCTGAGCAGGGACGTCT    |
| <i>Nr4a1</i>    | FOR: TGATGTTCCCGCCTTTGC      |
|                 | REV: CAATGCGATTCTGCAGCTCTT   |
| <i>Nr4a2</i>    | FOR: TGTCGTAATTCAGCGAAGGA    |
|                 | REV: TGAATGAAGAGAGCGGACAA    |
| <i>Sik1</i>     | FOR: CAGGTGCTAGGGATCATGCAG   |
|                 | REV: GGAGGTAGTAAATGGCGGCAA   |
| <i>Atf3</i>     | FOR: GAGGATTTTGCTAACCTGACACC |
|                 | REV: TTGACGGTAACTGACTCCAGC   |
| <i>Creb1</i>    | FOR: AGCAGCTCATGCAACATCATC   |
|                 | REV: AGTCCTTACAGGAAGACTGAACT |
| <i>Sox6</i>     | FOR: AATGCACAACAAACCTCACTCT  |
|                 | REV: AGGTAGACGTATTTTCGGAAGGA |
| <i>Cbx1</i>     | FOR: GGTGGAAAAAGTTCTTGATCGGC |
|                 | REV: GCTCCCAAGTGTTGTCCTCA    |
| <i>Sp3</i>      | FOR: TGTCCCAACTGTAAAGAAGGTGG |
|                 | REV: CTCCAGAATGCCAACGCAGATG  |
| <i>Purb</i>     | FOR: GATGTGAAGCAGAACGCCAAGG  |
|                 | REV: GCGTAGTGTTCTATGAAGTCGCC |
| <i>Gapdh</i>    | FOR: GGCATGGACTGTGGTCATGA    |
|                 | REV: TTCACCACCATGGAGAAGGC    |
| <i>16S rRNA</i> | FOR: AAATTTTCGGTTGGGGTGACCT  |
|                 | REV: CCATTGGGATGTCCTGATCCA   |

| Gene (Chip)      | Sequences for primers       |
|------------------|-----------------------------|
| <i>Creb1</i>     | FOR: ACAGGTTGAGGGAGCAGAGA   |
| <i>Enhancer1</i> | REV: TTGGGTGGAAAGATGTGTCA   |
| <i>Creb1</i>     | FOR: TGGTGCTAAAGCCAGTGTTG   |
| <i>Enhancer2</i> | REV: CATGCCTTCTCCACCAGTCT   |
| <i>Creb1</i>     | FOR: AGGTGAAGAACTGGCGGTTA   |
| <i>Enhancer3</i> | REV: AAACAGATCCCCACCCTACC   |
| <i>Creb1</i>     | FOR: GGCGTCTCCAACCTTCCA     |
| <i>Promoter1</i> | REV: GGGGACTTGCTGGAAACC     |
| <i>Creb1</i>     | FOR: GAAGCGGAGTGTTGGTGAGT   |
| <i>Promoter2</i> | REV: GGTACAAGCTCCTCCGTCAC   |
| <i>Myh7</i>      | FOR: GCTCCAGCCCCTTTATATCC   |
| <i>promoter</i>  | REV: CAGACCTTTCATGGGCAAAC   |
| <i>Sox6</i>      | FOR: CAAGCCCAAGGTTTTCGAGG   |
| <i>promoter</i>  | REV: GAAGCCATTCTCCATCATTGTT |

| Gene (siRNA)    | Sequences for primers          |
|-----------------|--------------------------------|
| <i>Creb1 #1</i> | Sense: CAGCUUUAACUCUGAUGUU     |
|                 | Antisense: AACAUCAAGAGUUAAGCUG |

|                 |                                                              |
|-----------------|--------------------------------------------------------------|
| <i>Creb1</i> #2 | Sense: CUGUACAUAUGCUACUGAU<br>Antisense: AUCAGUAGCAUAUGUACAG |
| <i>Creb1</i> #3 | Sense: GAGUGUGUGCUAUGGUACA<br>Antisense: UGUACCAUAGCACACACUC |
| <i>siSirt6</i>  | Sense: GUCUCACACACUCCACACA<br>Antisense: UGUGUGGAGUGUGUGAGAC |

---

## 2. Supplementary figures

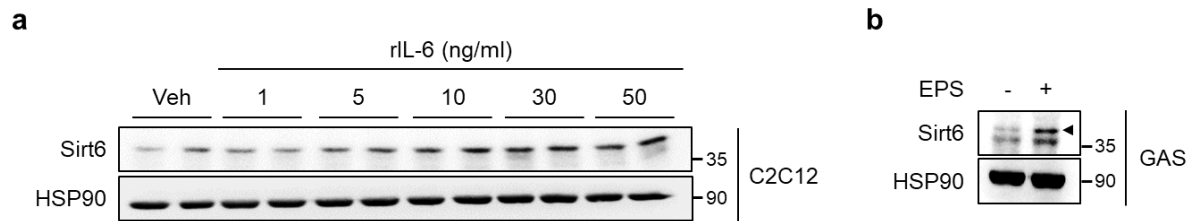

**Supplementary Figure 1. Induction of Sirt6 by IL-6 treatment or electrical stimulation in C2C12 cells and gastrocnemius muscle.** **a** Expression of Sirt6 was measured in C2C12 myotubes treated with recombinant IL-6 at indicated concentrations for 24 h. **b** Expression of Sirt6 was compared in gastrocnemius (GAS) muscle of mice with or without electrical pulse stimulation (EPS). All blot images are representative of at least three independent experiments.

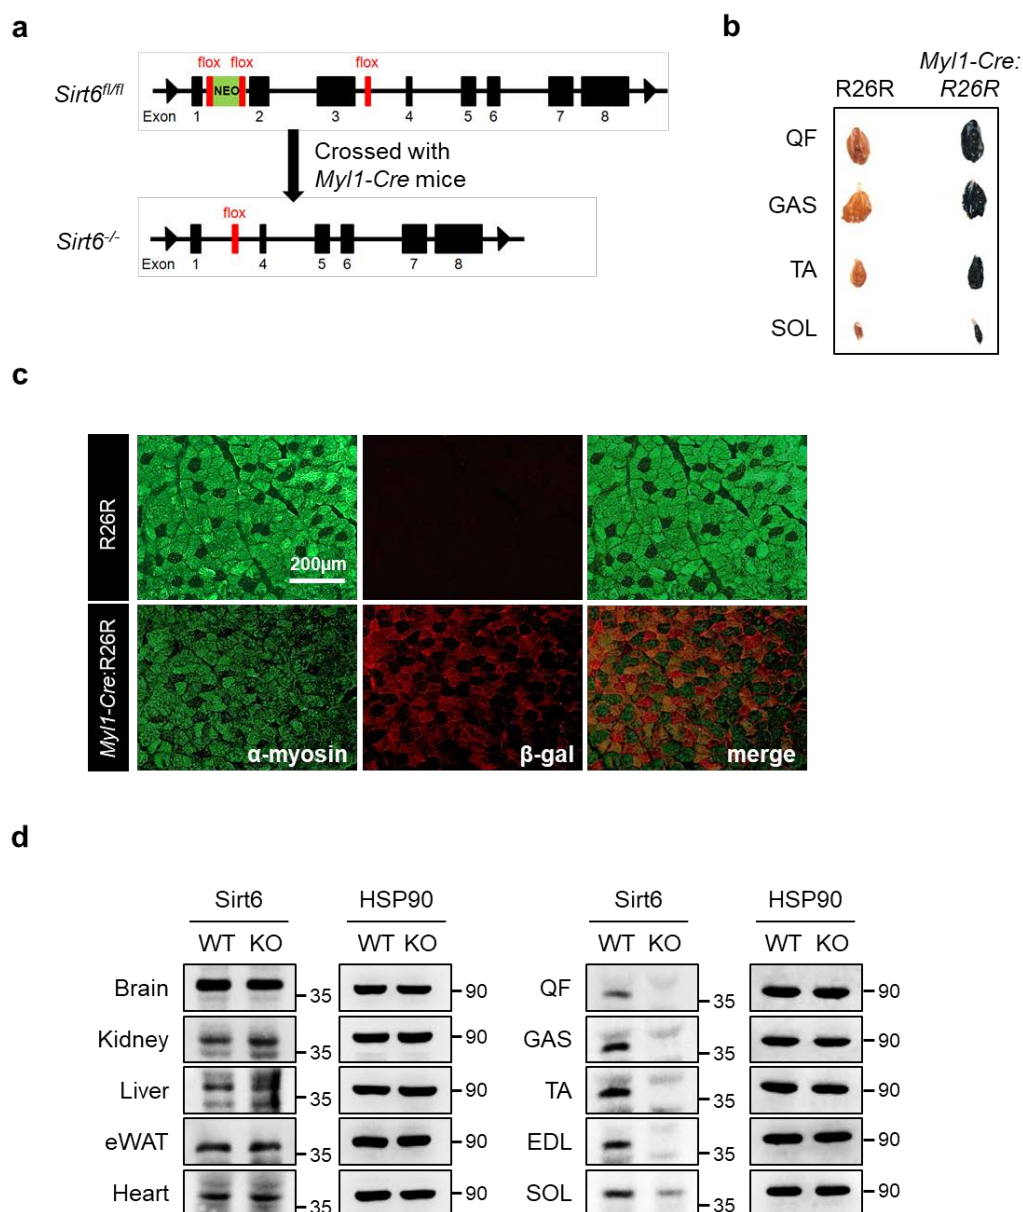

**Supplementary Figure 2. Generation of skeletal muscle-specific *Sirt6* KO mice.** **a** Schematic diagram illustrating skeletal muscle-specific ablation of *Sirt6* using *Myl1-Cre*. **b** Whole mount X-gal staining of hindlimb muscle tissues from three-month-old *Myl1-Cre:R26R* mouse after overnight incubation in X-gal staining solution. **c** Immunofluorescence staining for  $\beta$ -gal and  $\alpha$ -myosin was performed on serial sections of GAS muscle. Bar=200  $\mu$ m. **d** Western blot confirmation of *Sirt6* ablation in *Myl1-Cre:Sirt6<sup>lox/flox</sup>* mice. All images are representative of at least three independent experiments. eWAT, epididymal white adipose tissue; QF, quadriceps femoris; GAS, gastrocnemius; TA, tibialis anterior; EDL, extensor digitorum longus; SOL, soleus

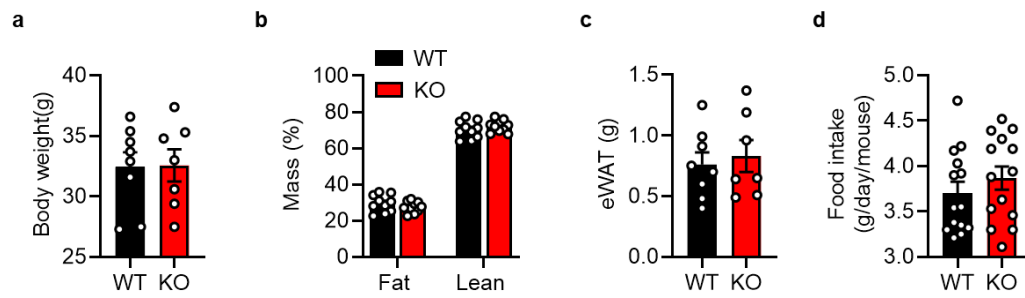

**Supplementary Figure 3. Basic metabolic parameters of *Sirt6* KO mice.** Body weight (**a**, n=8 for WT, n=7 for KO), fat and lean mass (**b**, n=10), epididymal white adipose tissue (eWAT) weight (**c**, n=8 for WT, n=7 for KO), and food intake (**d**, n=8 for WT, n=7 for KO) were compared in 20-week-old male WT and skeletal muscle specific *Sirt6* KO mice. Values are mean ± SEM. Data are representative of at least three independent experiments. Unpaired two-tailed *t*-test between two groups was conducted for statistical analyses. Source data are provided as a Source Data file.

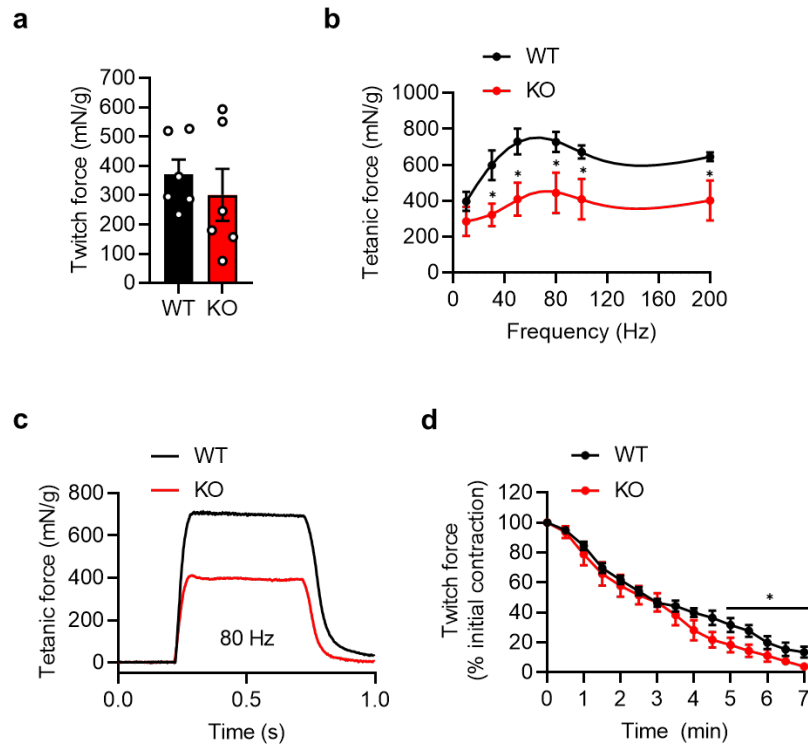

**Supplementary Figure 4. Impaired force production and increased muscle fatigue in gastrocnemius muscles from *Sirt6* KO mice.** **a** Isometric force and fatigue measurements were done from isolated mouse gastrocnemius muscles of WT and *Sirt6* KO mice (n=6). After mounting gastrocnemius muscles on a force transducer, the twitch force was measured by electrically stimulating the muscle with a single electrical pulse (100 V for 1 ms). **b, c** The tetanic force–frequency relationships were determined by triggering contraction using incremental stimulation frequencies (1 ms pulses at 10–200 Hz for 500 ms at 100 V, n=6). **d** Fatigue index was measured at 1 Hz and 100 V by repeated stimuli for 7 min and expressed as a percentage of the initial contractile force (n=5). Values are mean  $\pm$  SEM. Data are representative of at least three independent experiments. Unpaired two-tailed *t*-test between two groups was conducted for statistical analyses (**b, d**). \*,  $p < 0.05$ . Source data are provided as a Source Data file.

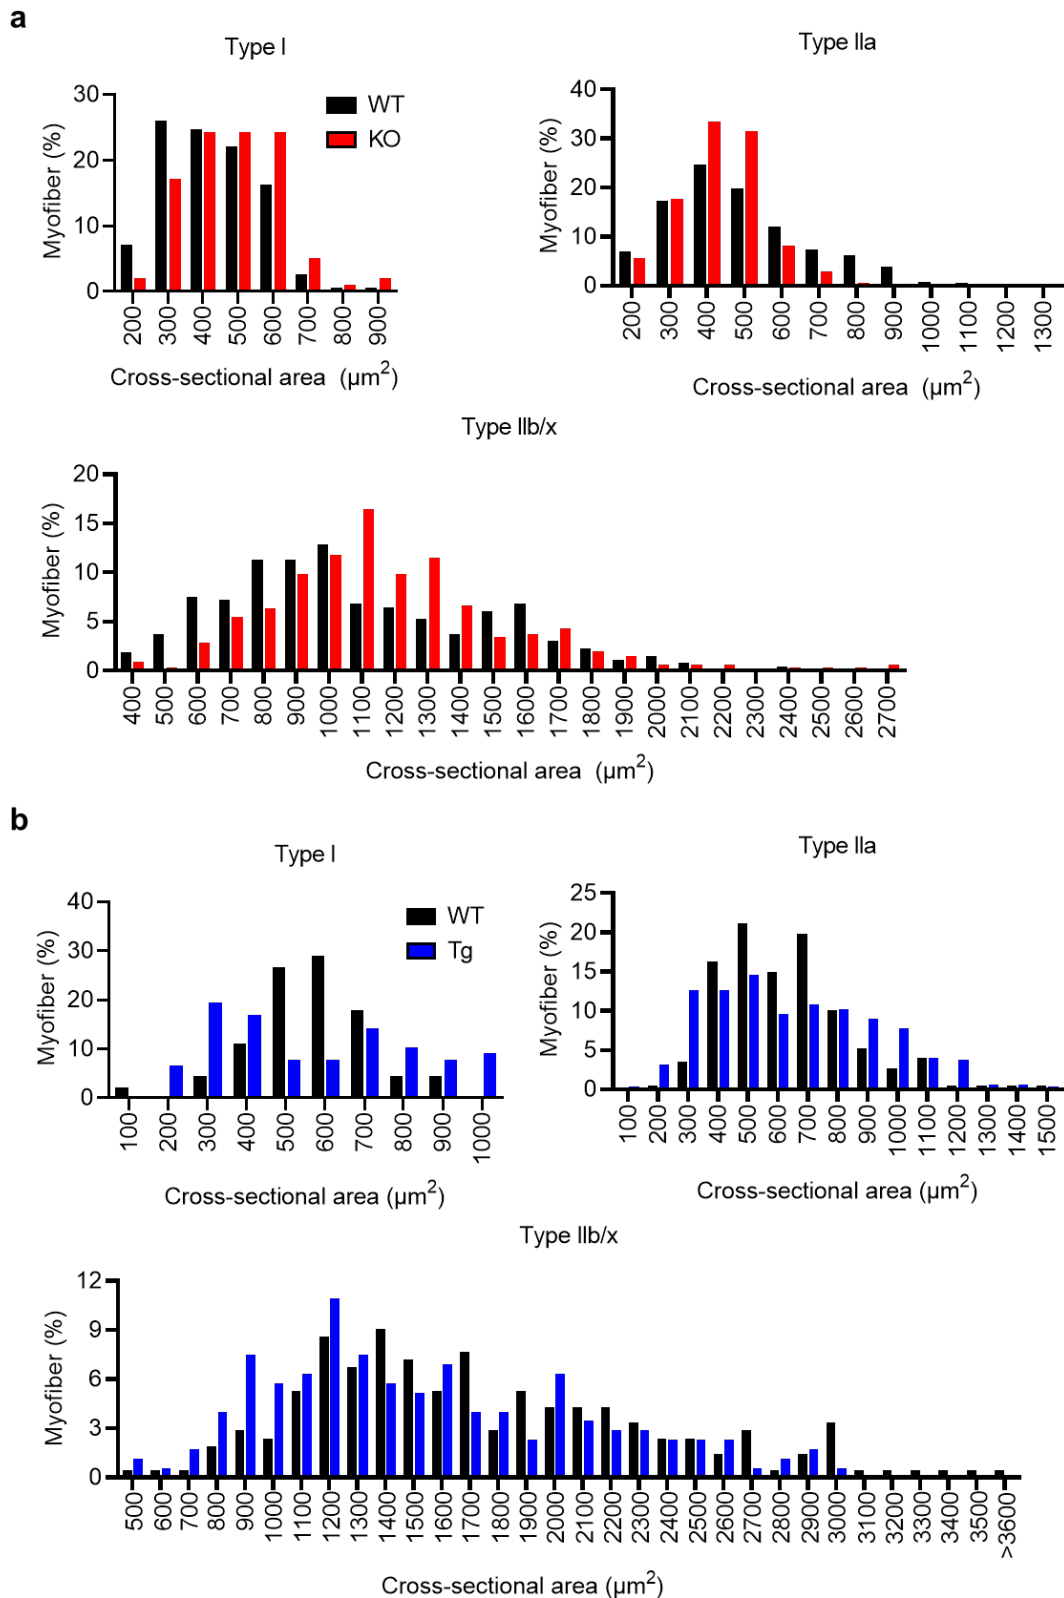

**Supplementary Figure 5. Myofiber size distribution histograms in gastrocnemius muscles of *Sirt6* KO and Tg mice at basal condition.** a, b On the basis of expression of MyHC-positive myofibers in Figure 2b (a, n=6) and Figure 2f (b, n=4 for WT, n=6 for Tg), the cross-sectional area of each type was determined. Data are representative of at least three independent experiments.

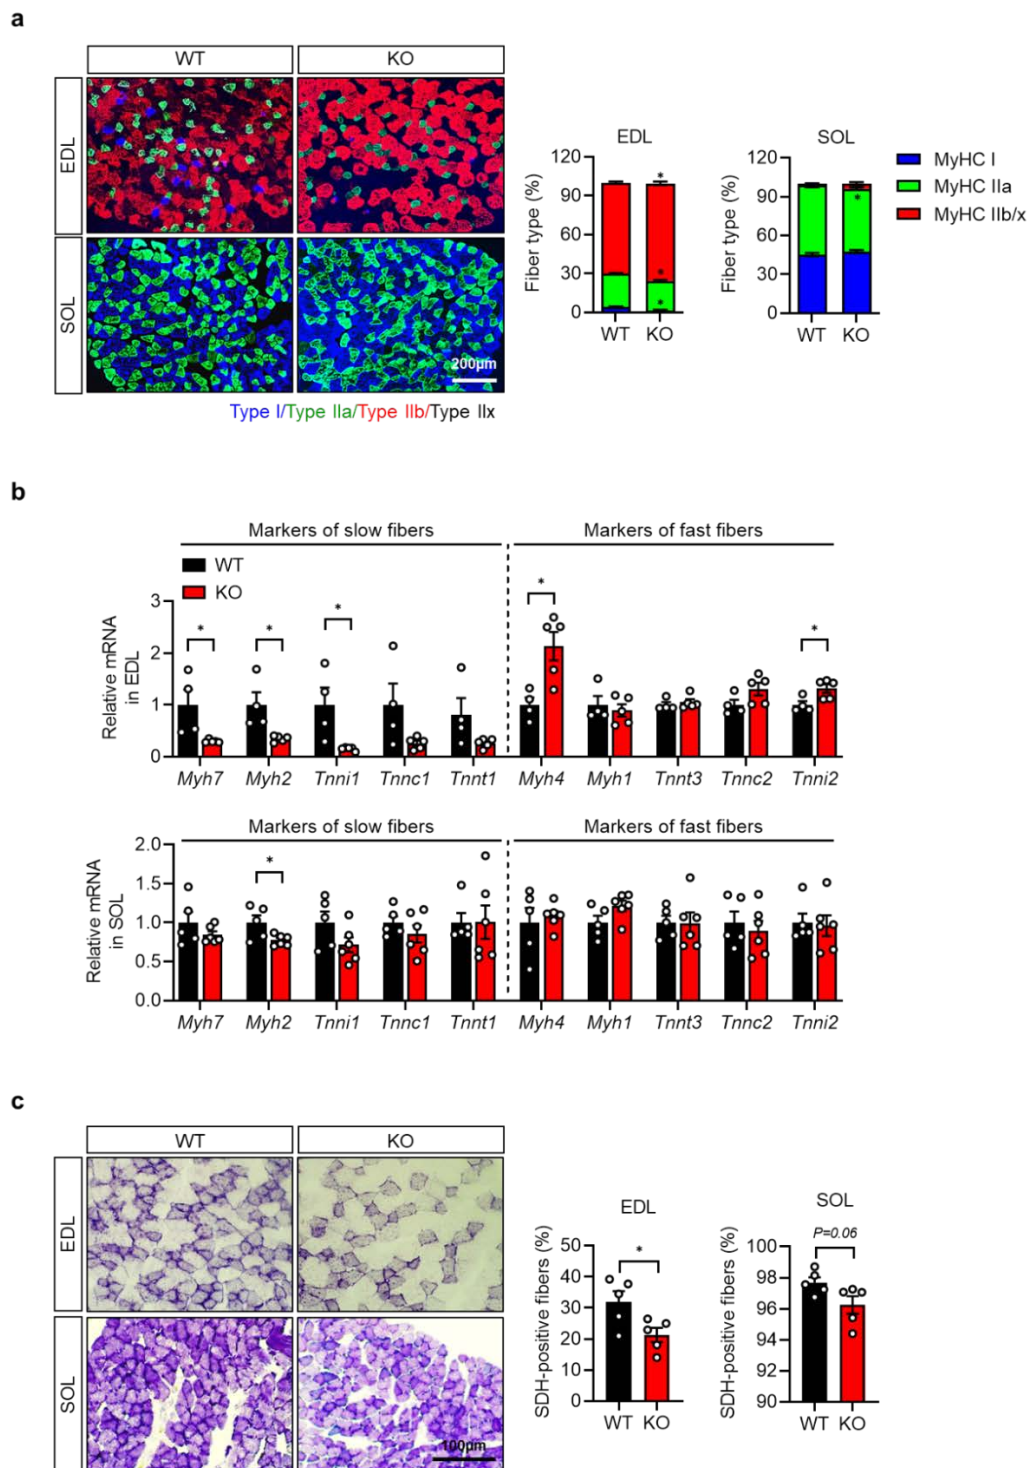

**Supplementary Figure 6. Decrease in oxidative fiber density in the extensor digitorum longus (EDL) and soleus muscles (SOL) of *Sirt6* KO mice at basal condition. a** Representative immunofluorescence staining for MyHC-I, MyHC-IIa, and MyHC-IIb/x. Composition of each myofiber was quantified (n=5). Bar=200 µm. **b** Expression of markers of slow and fast fibers was compared by qPCR (n=4-5 for WT, n=5-6 for KO). **c** Representative succinate dehydrogenase (SDH) staining and quantification of SDH-positive fibers (n=5). Bar=100 µm. Values are mean ± SEM. Data are representative of three independent experiments. Unpaired two-tailed *t*-test between two groups was conducted for statistical analyses (**a-c**). \*,  $p < 0.05$ . Source data are provided as a Source Data file.

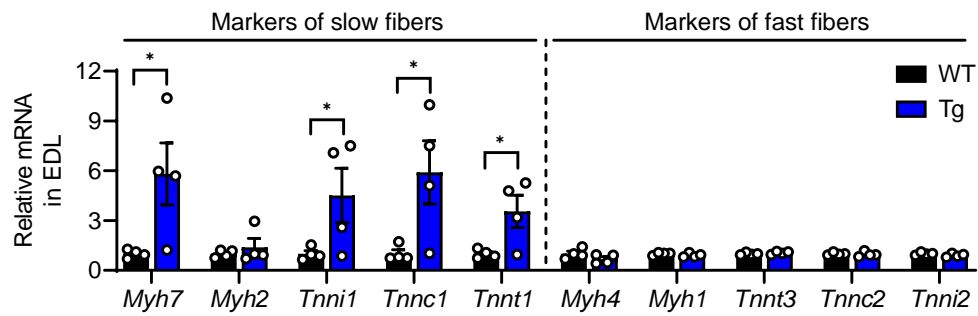

**Supplementary Figure 7. Selective increase in oxidative fiber genes in extensor digitorum longus (EDL) muscle of *Sirt6* Tg mice at basal condition.** Expression of markers of slow and fast fibers was compared by qPCR (n=4). Values are mean  $\pm$  SEM. Data are representative of at least three independent experiments. Unpaired two-tailed *t*-test between two groups was conducted for statistical analyses. \*,  $p < 0.05$ . Source data are provided as a Source Data file.

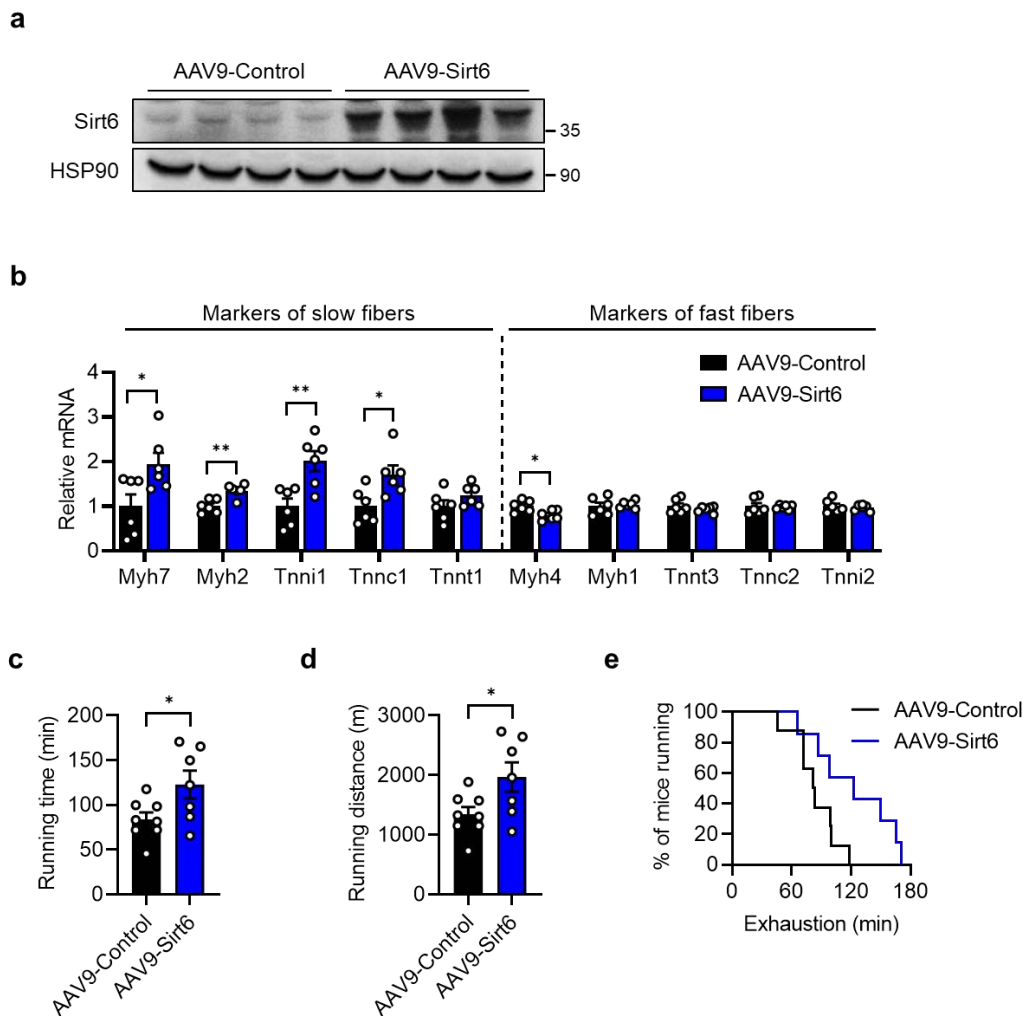

**Supplementary Figure 8. Increase in oxidative fiber composition and exercise performance by muscular overexpression of Sirt6.** **a** Overexpression of Sirt6 was verified by Western blotting in gastrocnemius muscles of mice injected intramuscularly with control or AAV9-Sirt6. For muscular overexpression of Sirt6, control or AAV9-Sirt6 was intramuscularly injected to mice and after 2 weeks, mice were subjected to treadmill running exercise for 4 weeks. **b** Expression of markers of slow and fast fibers was compared by qPCR (n=6). **c-e** Average running time, distance, and time to exhaustion after four weeks of treadmill exercise training (n=8 for AAV9-Control, n=7 for AAV9-Sirt6). Values are mean  $\pm$  SEM. All Western blot images and data are representative of at least three independent experiments. Unpaired two-tailed *t*-test between two groups was conducted for statistical analyses (**b-d**). \*,  $p < 0.05$  and \*\*,  $p < 0.01$ . Source data are provided as a Source Data file.

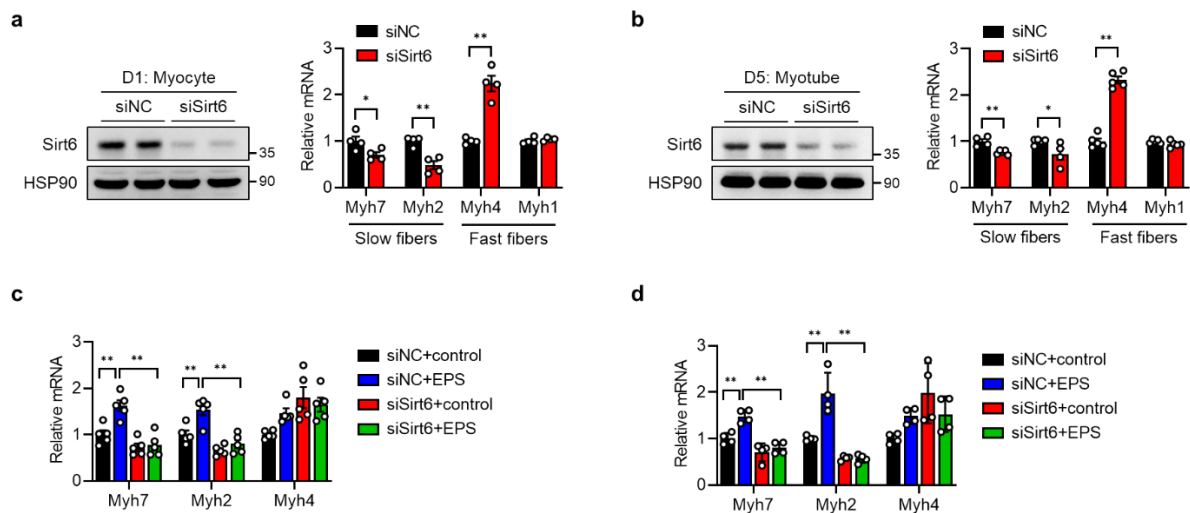

**Supplementary Figure 9. Effect of Sirt6 silencing on myofiber specific gene expressions in different stages of myogenesis.** **a, b** Slow and fast fiber gene expressions were examined by qPCR in C2C12 myotubes transfected with negative control (NC) or Sirt6 siRNA after differentiation (at day 1, **a** (n=4) or at day 5, **b** (n=4-5)). **c, d** The experiments were done as in panel (**a**) and (**b**) in combination with electrical stimulation (1 ms pulses at 1 Hz for 6 h at 10 V) (n=5 for **c**, n=4 for **d**). Values are mean  $\pm$  SEM. All Western blot images and data are representative of at least three independent experiments. Unpaired two-tailed *t*-test between two groups (**a, b**) and one-way ANOVA followed by Bonferroni's *post hoc* analysis (**c, d**) were conducted for statistical analyses. \*,  $p < 0.05$  and \*\*,  $p < 0.01$ . Source data are provided as a Source Data file.

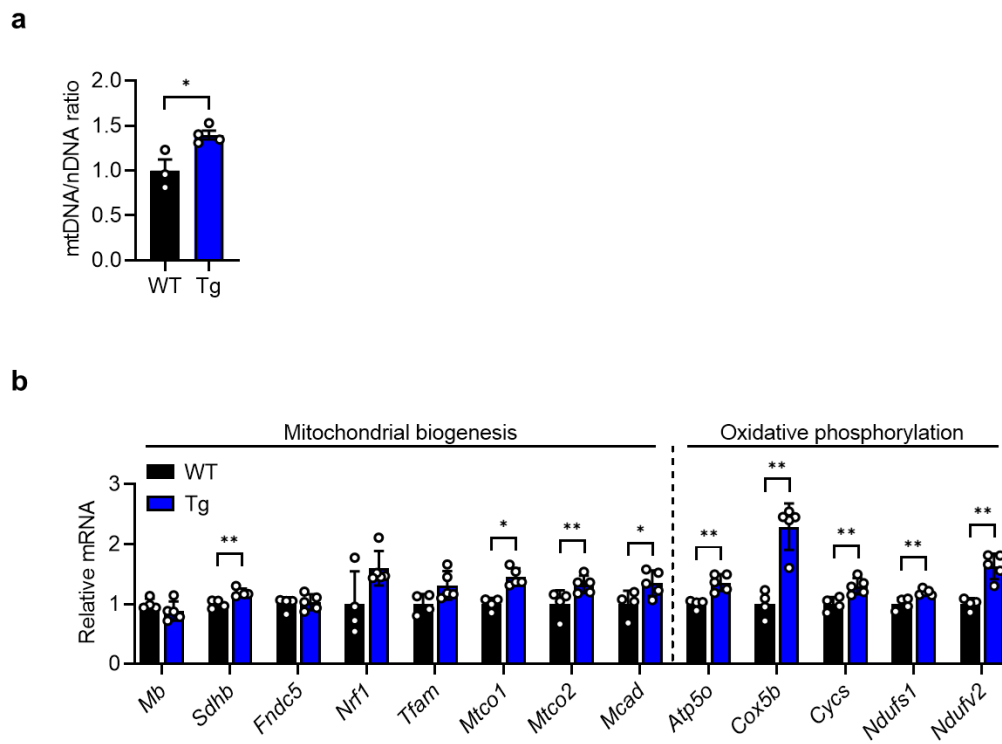

**Supplementary Figure 10. Increase in mitochondrial biogenesis in gastrocnemius muscle of *Sirt6* Tg mice at basal condition.** **a** Mitochondrial DNA (mtDNA) was quantified by qPCR using nuclear DNA (nDNA) as a standard (n=3 for WT, n=4 for Tg). **b** Expression of markers of mitochondrial biogenesis and oxidative phosphorylation was compared by qPCR (n=4 for WT, n=5 for Tg). Values are mean  $\pm$  SEM. Data are representative of at least three independent experiments. Unpaired two-tailed *t*-test between two groups was conducted for statistical analyses (**a**, **b**). \*,  $p < 0.05$  and \*\*,  $p < 0.01$ . Source data are provided as a Source Data file.

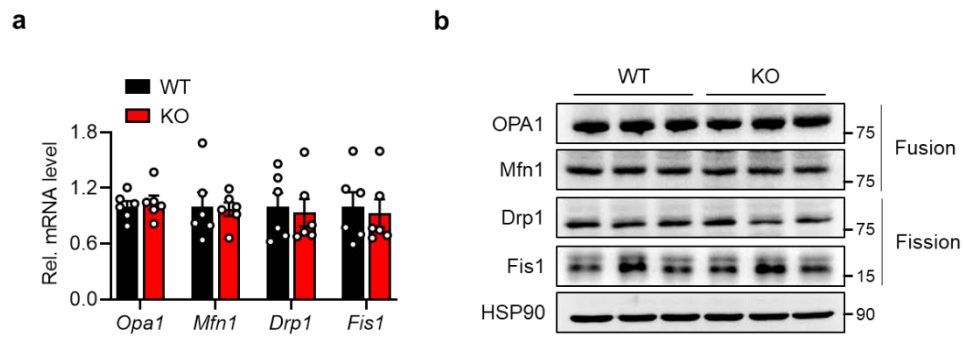

**Supplementary Figure 11. No effect of Sirt6 deficiency on mitochondrial fusion-fission gene expressions at basal condition.** **a, b** The mRNA and protein levels of genes involved in mitochondrial dynamics were examined in gastrocnemius muscles of WT and *Sirt6* KO mice (n=6 for **a**). Values are mean  $\pm$  SEM. All Western blot images and data are representative of at least three independent experiments. Unpaired two-tailed *t*-test between two groups was conducted for statistical analyses. Source data are provided as a Source Data file.

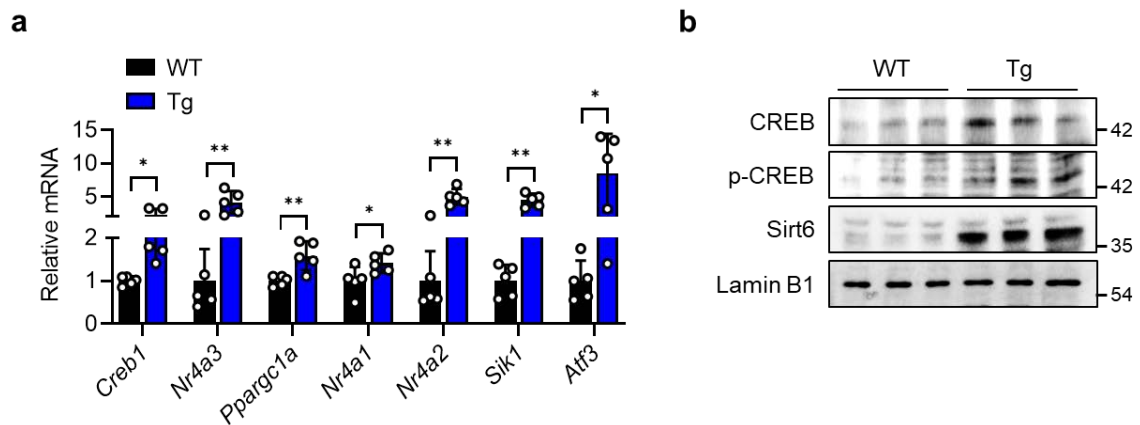

**Supplementary Figure 12. Increased CREB pathway in *Sirt6* Tg mice at basal condition.** **a, b** mRNA of *Creb1* and its downstream genes (**a**) and CREB protein levels (**b**) in WT and *Sirt6* Tg mice were analyzed by qPCR and Western blotting, respectively (n=5 for **a**). Values are mean  $\pm$  SEM. All Western blot images and data are representative of at least three independent experiments. Unpaired two-tailed *t*-test between two groups was conducted for statistical analyses (**a**). \*,  $p < 0.05$  and \*\*,  $p < 0.01$ . Source data are provided as a Source Data file.

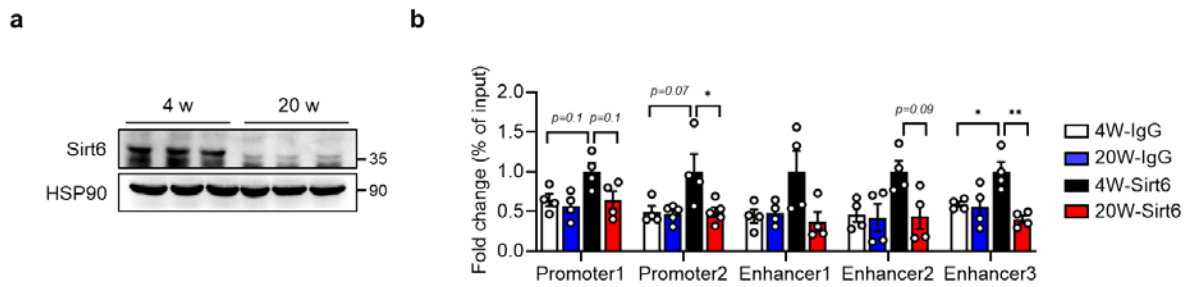

**Supplementary Figure 13. Sirt6 protein level and its association on *Creb1* promoters and enhancers in muscles of 4- and 20-week-old mice at basal condition.** **a** Sirt6 protein level was examined in gastrocnemius muscle of 4- and 20-week old mice. **b** Occupancy of Sirt6 on *Creb1* promoters or enhancers was evaluated by ChIP-qPCR assay in mice muscle in (**a**) (n=4 for **b**). Values are mean  $\pm$  SEM. All Western blot images and data are representative of at least three independent experiments. One-way ANOVA followed by Bonferroni's *post hoc* analysis was conducted for statistical analyses (**b**). \*,  $p<0.05$  and \*\*,  $p<0.01$ . Source data are provided as a Source Data file.

**a**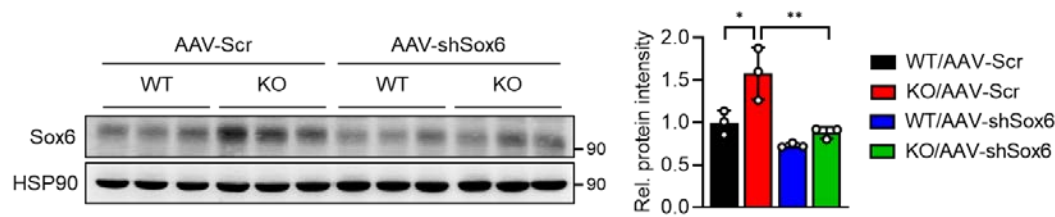**b**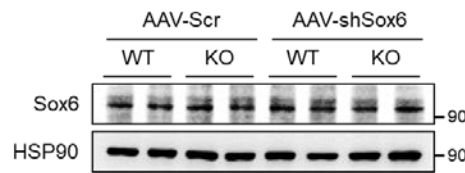**c**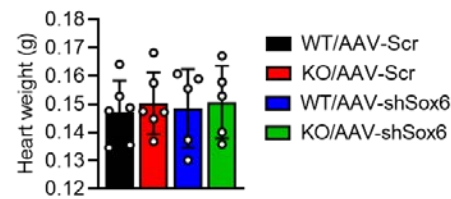**d**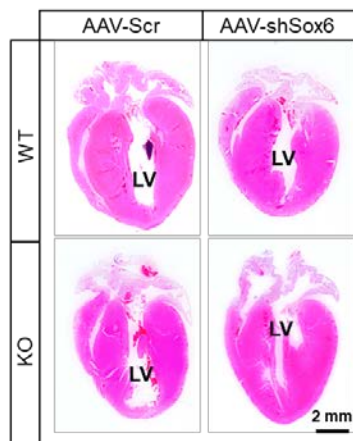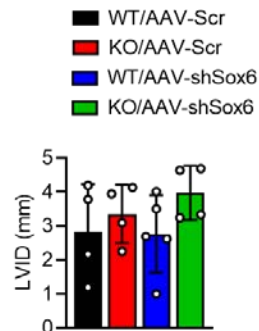**e**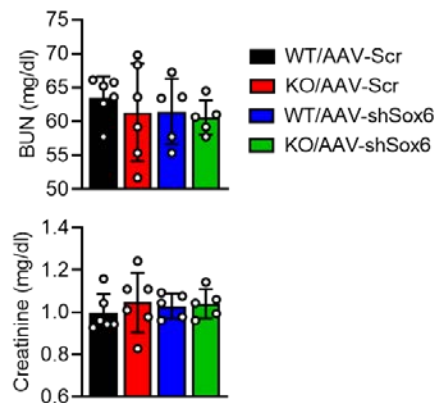

**Supplementary Figure 14. Muscle specific knockdown of Sox6 with no effect on heart or renal function by AAV9-shSox6 delivery to mice.** **a, b** Protein expression of Sox6 was examined in gastrocnemius muscle (**a**, n=3) and heart (**b**) of WT and *Sirt6* KO mice injected with AAV9-Scr or AAV9-shSox6. **c, d** The wet weight (**c**, n=6 for WT/AAV-Scr and KO/AAV-Scr, n=5 for WT/AAV-shSox6 and KO/AAV-shSox6) and H&E staining (**d**, n=5 for WT/AAV-shSox6, n=4 for other groups) of heart. Bar=2 mm. **e** Plasma levels of blood urea nitrogen (BUN) and creatinine (n=6 for WT/AAV-Scr and KO/AAV-Scr, n=5 for WT/AAV-shSox6 and KO/AAV-shSox6). Values are mean ± SEM. All images and data are representative of at least three independent experiments. One-way ANOVA followed by Bonferroni's *post hoc* analysis was conducted for statistical analyses (**a**). \*, p<0.05 and \*\*, p<0.01. Source data are provided as a Source Data file.

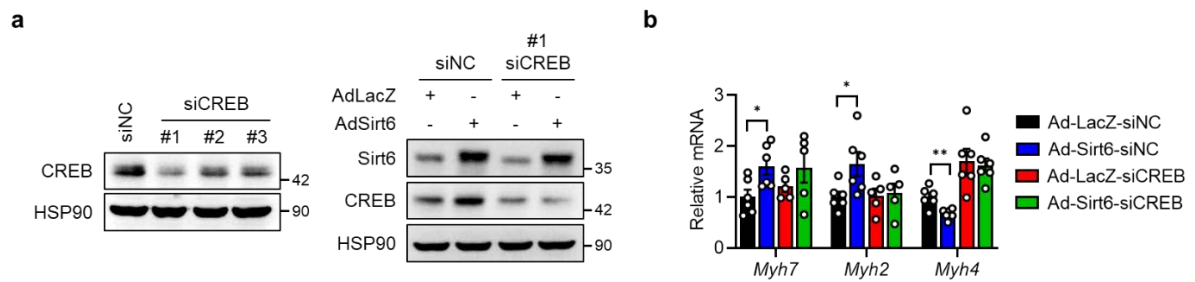

**Supplementary Figure 15. CREB silencing reversed Sirt6 mediated expression of slow fiber genes.** **a** Protein expression of the indicated genes was examined in C2C12 myotubes transfected with siRNA targeting negative control (NC) or CREB, which was followed by infection with Ad-LacZ or Ad-Sirt6. **b** The indicated genes were measured by qPCR (n=5 for Ad-LacZ-siCREB, n=6 for other groups). Values are mean  $\pm$  SEM. All Western blot images and data are representative of at least three independent experiments. One-way ANOVA followed by Bonferroni's *post hoc* analysis was conducted for statistical analyses (**b**). \*,  $p < 0.05$  and \*\*,  $p < 0.01$ . Source data are provided as a Source Data file.

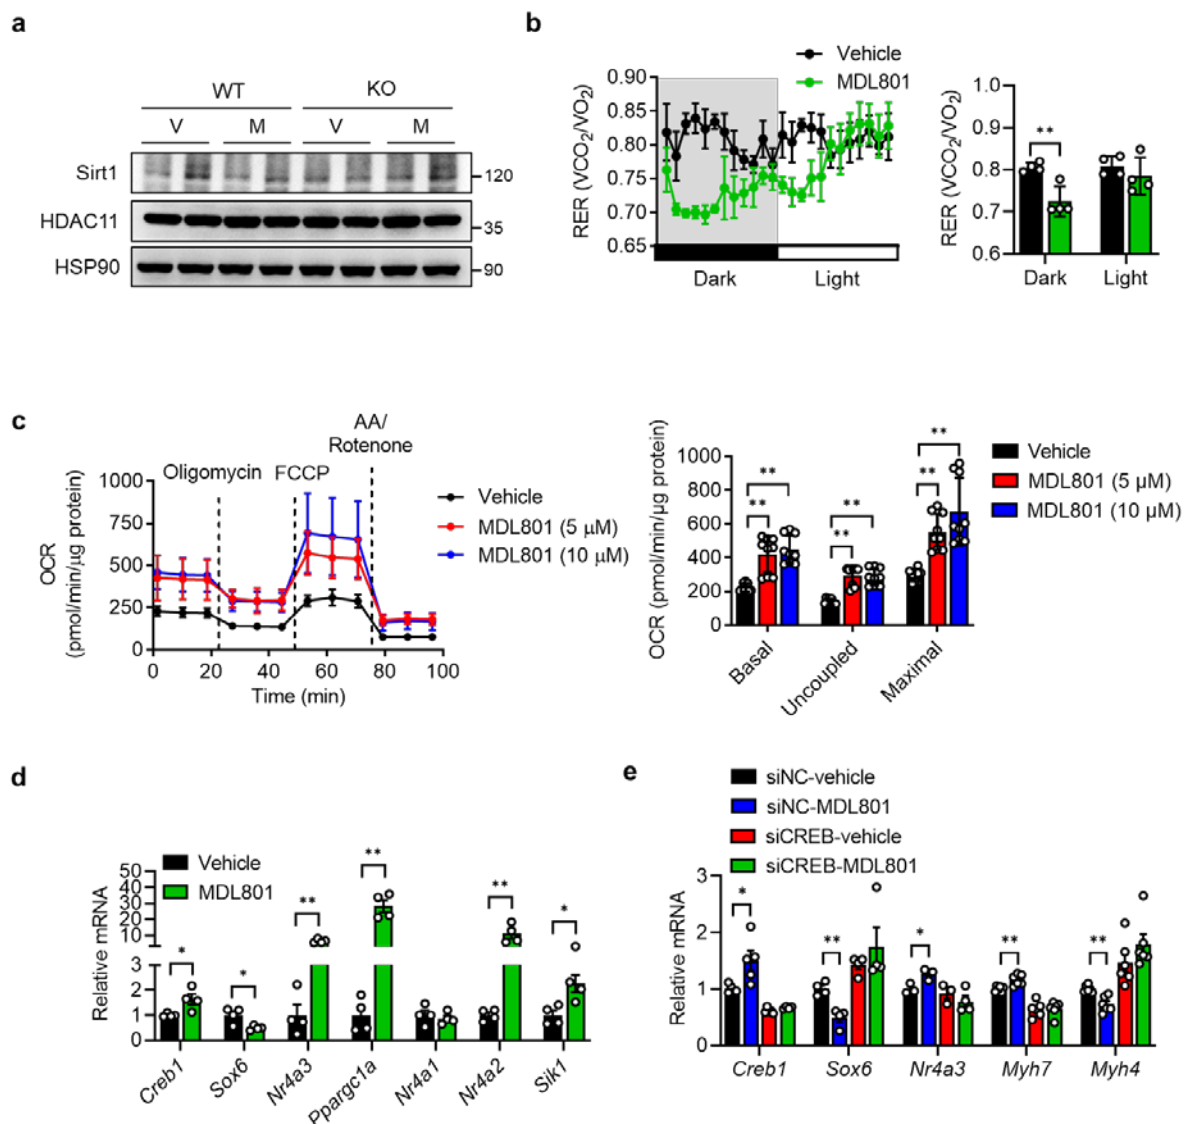

**Supplementary Figure 16. Increase in endurance exercise performance in mice treated with Sirt6 activator.** **a** Protein expression of Sirt1 and HDAC11 was examined in gastrocnemius muscles of WT and Sirt6 KO mice treated with MDL801. **b** The respiratory exchange ratio (RER) was compared between MDL801- and vehicle-treated mice ( $n=4$ ). Twenty-five-week-old mice were treated every day with MDL801 (100 mg/kg) via oral gavage for four weeks during treadmill exercise program. **c** Oxygen consumption rate (OCR) was measured in C2C12 treated with MDL801 (10  $\mu$ M) for 16 h ( $n=9$ ). **d** qPCR analysis of *Creb1* and its target genes in gastrocnemius muscles of WT mice ( $n=4$ ). **e** Expression of *Sox6* and myofiber specific genes was measured by qPCR in C2C12 myotubes treated with MDL801 (10  $\mu$ M) after transfection with negative control (siNC) or CREB siRNA ( $n=5$ ). Values are mean  $\pm$  SEM. All Western blot images and data are representative of at least three independent experiments. Unpaired two-tailed *t*-test between two groups (**b**, **d**) and one-way ANOVA followed by Bonferroni's *post hoc* analysis (**c**, **e**) were conducted for statistical analyses. \*,  $p<0.05$  and \*\*,  $p<0.01$ . V, vehicle; M, MDL801. Source data are provided as a Source Data file.

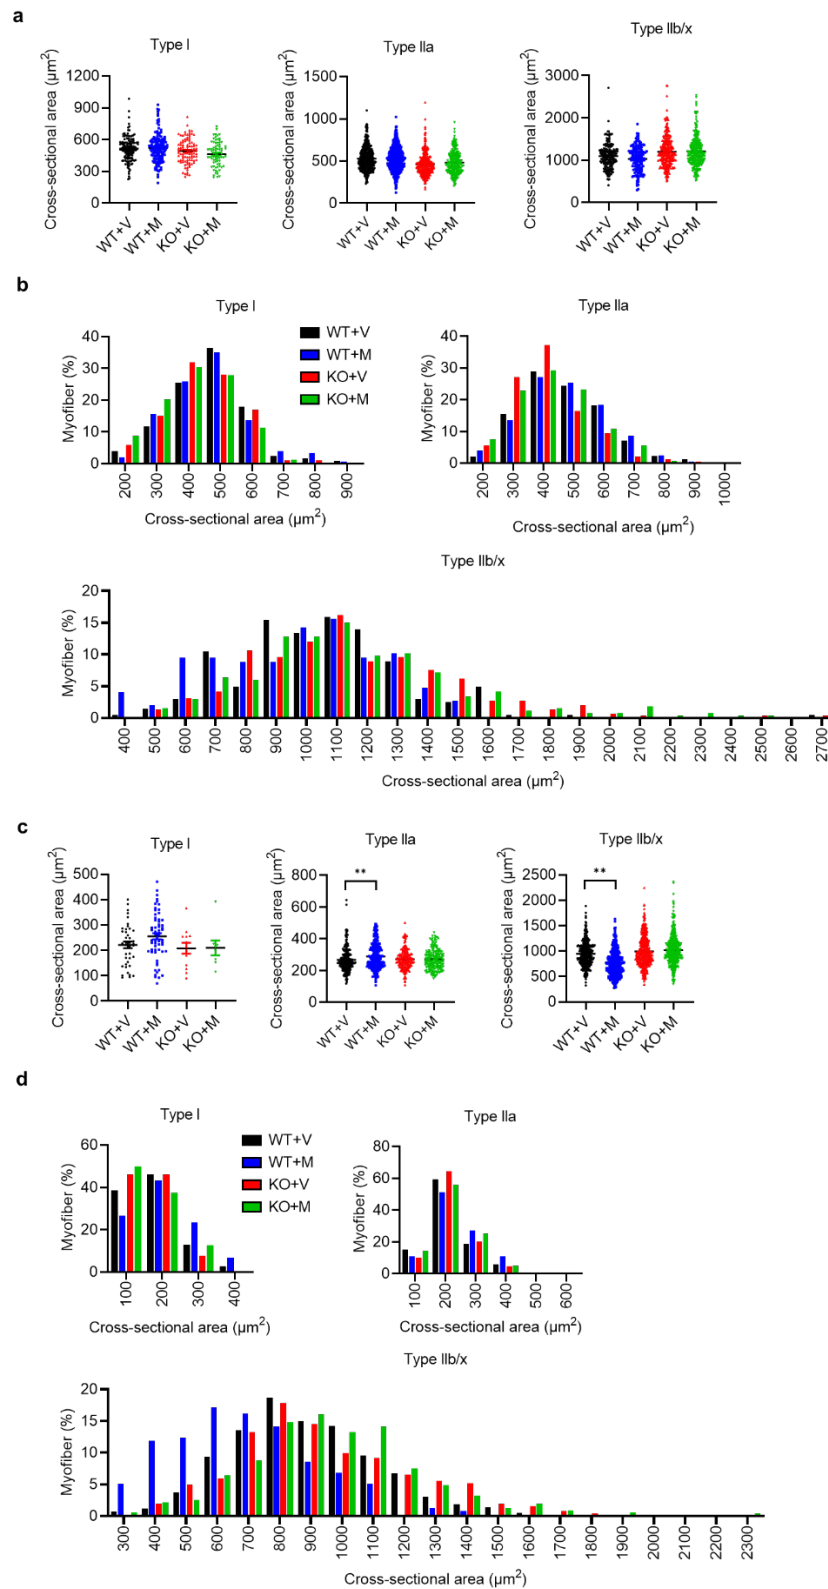

**Supplementary Figure 17. Myofiber size distribution histograms in gastrocnemius (a, b) and extensor digitorum longus muscles (c, d) of MDL801-treated mice.** On the basis of expression of MyHC-positive myofibers in Figure 6e, the cross-sectional area of each type was determined (n=5). Data are representative of at least three independent experiments (a, c). One-way ANOVA followed by Bonferroni's *post hoc* analysis was conducted for statistical analyses. \*\*,  $p < 0.01$ . V, vehicle; M, MDL801. Source data are provided as a Source Data file.

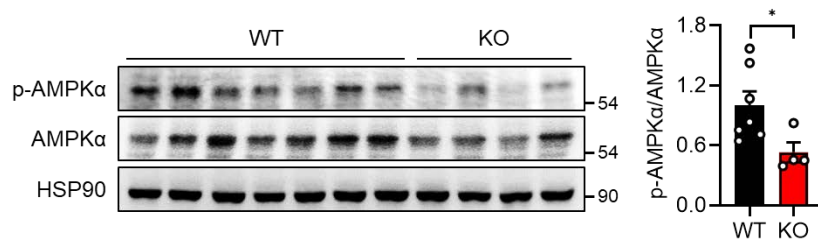

**Supplementary Figure S18. Reduction of AMPK activity in *Sirt6* KO mice at basal condition.** The levels of total- and phosphorylated AMPKα were examined by Western blotting in gastrocnemius muscles of twenty-five-week-old WT or *Sirt6* KO mice (n=7 for WT, n=4 for KO). Values are mean ± SEM. All Western blot images and data are representative of at least three independent experiments. Unpaired two-tailed *t*-test between two groups was conducted for statistical analyses. \*,  $p < 0.05$ . Source data are provided as a Source Data file.

# Supplementary material for: Sirt6 reprograms myofibers to oxidative type through CREB-dependent Sox6 suppression
**Source:** Nat Commun. 2022 Apr 4;13:1808. doi: 10.1038/s41467-022-29472-5
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                              |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection RNA Seq was done by the Illumina HiSeq 4000 system. Microscopic imaging was done by Hitachi Bio-TEM and Leica DM750 microscope.

Data analysis RNA-seq: STAR RNA-seq aligner software (version STAR\_2.5.0a)  
Gene Set Enrichment Analysis (GSEA, Broad Institute, version 3.0)  
Isometric force and fatigue measurement: LabChart Pro Software (version 8)  
Image analysis: iSolution DT 36 software (version 11)  
Western blot analysis: Las-4000 imager (version 1.2)  
Plotting and Statistics: SPSS (version 27) and Graphpad Prism (version 9.3)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The source data underlying all box plots, bar, and line graphs can be found in the online Source Data File as well as the original uncropped Western blots. Raw and processed RNA-seq datasets were deposited to NCBI's GEO database under the accession number (GSE186105). RNA-seq data can be accessed using the link

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186105>. Public microarray data (GSE9103) can be accessed using the link <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE9103>.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For in vitro and in vivo experiments, sample size selection was based on literature (PMID: 28263310, 31519904, 21109195, and 26299309) and the lab's previous experience. We usually observed standard deviation of around 20% and therefore average of 6 mice per group is sufficient to detect 33% change with 80% power. For signaling assays, we typically performed at least three independent experiment repeats to allow statistical analysis and robust conclusions to be drawn. For RNA-seq analysis, the sample size was determined by minimum requirement for statistical analysis (three samples). |
| Data exclusions | No data exclusions in this manuscript.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | For all experiments we used multiple biological replicates, as indicated in the figure legends. For quantitative measurements, three or more independent experiments were carried out and statistical analysis performed. For non-quantitative experiments, each experimental condition was repeated at least one more time to confirm the observation.                                                                                                                                                                                                                                                        |
| Randomization   | Mice were randomized to treatment group from age matched littermates. For all in vitro studies, randomization is not relevant because all the cells were under identical conditions before different treatment samples applied.                                                                                                                                                                                                                                                                                                                                                                                |
| Blinding        | Investigators were blinded to group allocation during data collection and data analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>All antibodies used for Western blotting, immunofluorescence, and chromatin immunoprecipitation analyses are provided as follows:</p> <p>Western blot</p> <p>Sirt6 (#12486, 1:1,000 dilution, Cell Signaling Technology)</p> <p>CREB (#9197, 1:1,000 dilution, Cell Signaling Technology)</p> <p>p-CREB (#9198 1:1,000 dilution, Cell Signaling Technology)</p> <p>p-AMPKα (#50081, 1:1,000 dilution, Cell Signaling Technology)</p> <p>AMPKα (#5831, 1:1,000 dilution, Cell Signaling Technology)</p> <p>Drp1 (sc-271583, 1:1,000 dilution, Santa Cruz Biochemicals)</p> <p>Fis1 (sc-376447, 1:1,000 dilution, Santa Cruz Biochemicals)</p> <p>Nor1 (sc-393902, 1:1,000 dilution, Santa Cruz Biochemicals)</p> <p>Nur77 (sc-365113, 1:1,000 dilution, Santa Cruz Biochemicals)</p> <p>Lamin B1 (sc-6216, 1:1,000 dilution, Santa Cruz Biochemicals)</p> <p>Sirt1 (sc-74504, 1:1,000 dilution, Santa Cruz Biochemicals)</p> <p>HDAC11 (sc-390737, 1:1,000 dilution, Santa Cruz Biochemicals)</p> <p>Ac-H3K9 (H9286, 1:1,000 dilution, Sigma-Aldrich)</p> |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

HSP90 (ADI-SPA-836-F, 1:1,000 dilution, Enzo Life Sciences)  
 Total OXPHOS antibody cocktail (ab110413, 1:1,000 dilution, Abcam)  
 Sox6 (ab64946, 1:1,000 dilution, Abcam)  
 Mfn1 (ab57602, 1:1,000 dilution, Abcam)  
 OPA1 (612606, 1:1,000 dilution, BD Biosciences)  
 PGC-1 $\alpha$  (AB-3242, 1:1,000 dilution, Millipore)  
 RNA Pol II (920101, 1:2,500 dilution, BioLegend)

Chromatin immunoprecipitation  
 Sirt6 (#12486, 1:200 dilution, Cell Signaling Technology)  
 Sox6 (ab64946, 1:250 dilution, Abcam)  
 CREB (MA1-083, 1:250 dilution Cell Signaling Technology)  
 Ac-H3K9 (H9286, 1:250 dilution, Sigma-Aldrich)  
 RNA Pol II (920101, 1:250 dilution, BioLegend)  
 IgG (#2729, 1:250 dilution, Cell Signaling Technology)

Immunohistochemistry  
 $\alpha$ -myosin (M4276, 1:400 dilution, Sigma-Aldrich)  
 $\beta$ -galactosidase (A11132, 1:100 dilution, Thermo Fisher Scientific)  
 MyHC1 (BA-D5, 1:100 dilution, Developmental Studies Hybridoma Bank (DSHB))  
 MyHC2a (SC-71, 1:100 dilution, Developmental Studies Hybridoma Bank (DSHB))  
 MyHC2b (BF-F3, 1:50 dilution, Developmental Studies Hybridoma Bank (DSHB))  
 Alexa Fluor 350-conjugated goat anti-mouse IgG2b (A21140, 1:100 dilution, Thermo Fisher Scientific)  
 Alexa Fluor 488-conjugated goat anti-mouse IgG1 (A21121, 1:100 dilution, Thermo Fisher Scientific)  
 Alexa Fluor 594-conjugated goat anti-mouse IgM (A21044, 1:100 dilution, Thermo Fisher Scientific)

#### Validation

All antibodies used in this study were commercially developed and validated by the companies.  
 Sirt6, [https://www.cellsignal.com/products/primary-antibodies/sirt6-d8d12-rabbit-mab/12486?site-search-type=Products&N=4294956287&Ntt=%2312486&fromPage=plp&\\_requestid=1398018](https://www.cellsignal.com/products/primary-antibodies/sirt6-d8d12-rabbit-mab/12486?site-search-type=Products&N=4294956287&Ntt=%2312486&fromPage=plp&_requestid=1398018)  
 CREB, <https://www.cellsignal.com/products/primary-antibodies/creb-48h2-rabbit-mab/9197>  
 p-CREB, <https://www.cellsignal.com/products/primary-antibodies/phospho-creb-ser133-87g3-rabbit-mab/9198>  
 p-AMPK $\alpha$ , <https://www.cellsignal.com/products/primary-antibodies/phospho-ampka-thr172-d4d6d-rabbit-mab/50081>  
 AMPK $\alpha$ , <https://www.cellsignal.com/products/primary-antibodies/ampka-d5a2-rabbit-mab/5831>  
 Drp1, <https://www.scbt.com/ko/p/dr1-antibody-c-5>  
 Fis1, <https://www.scbt.com/ko/p/fis1-antibody-b-5>  
 Nor1, <https://www.scbt.com/ko/p/nor-1-antibody-h-7>  
 Nur77, <https://www.scbt.com/ko/p/nur77-antibody-c-5>  
 Lamin B1, <https://www.scbt.com/ko/p/lamin-b-antibody-c-20>  
 Sirt1, <https://www.scbt.com/ko/p/sirt1-antibody-b-10>  
 HDAC11, <https://www.scbt.com/ko/p/hdac11-antibody-c-5>  
 Ac-H3K9, <https://www.sigmaaldrich.com/KR/ko/product/sigma/h9286>  
 HSP90, <https://www.enzolifesciences.com/ADI-SPA-836/hsp90-polyclonal-antibody/>  
 Total OXPHOS antibody cocktail, <https://www.abcam.com/total-oxphos-rodent-wb-antibody-cocktail-ab110413.html>  
 Sox6, <https://www.abcam.com/sox6-antibody-ab64946.html>  
 Mfn1, <https://www.abcam.com/mitofusin-2--mitofusin-1-antibody-3c9-ab57602.html>  
 OPA1, <https://www.labome.com/product/BD-Biosciences/612606.html>  
 PGC-1 $\alpha$ , [https://www.merckmillipore.com/KR/ko/product/Anti-PGC-1-Antibody,MM\\_NF-AB3242](https://www.merckmillipore.com/KR/ko/product/Anti-PGC-1-Antibody,MM_NF-AB3242)  
 RNA Pol II, <https://www.biolegend.com/en-us/search-results/purified-anti-rna-polymerase-ii-rpb1-antibody-11666>  
 IgG, <https://www.cellsignal.com/products/primary-antibodies/normal-rabbit-igg/2729>  
 $\alpha$ -myosin, <https://www.sigmaaldrich.com/KR/ko/product/sigma/m4276>  
 $\beta$ -galactosidase, <https://www.thermofisher.com/antibody/product/beta-Galactosidase-Antibody-Polyclonal/A-11132>  
 MyHC1, <https://dshb.biology.uiowa.edu/BA-D5>  
 MyHC2a, <https://dshb.biology.uiowa.edu/SC-71>  
 MyHC2b, <https://dshb.biology.uiowa.edu/BF-F3>  
 Alexa Fluor 350-conjugated goat anti-mouse IgG2b, <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG2b-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21140>  
 Alexa Fluor 488-conjugated goat anti-mouse IgG1, <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG1-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21121>  
 Alexa Fluor 594-conjugated goat anti-mouse IgM, <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgM-Heavy-chain-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21044>

## Eukaryotic cell lines

### Policy information about cell lines

#### Cell line source(s)

C2C12 cells (CRL-1722) and HEK293T cells (CRL-3216) were purchased from ATCC.

#### Authentication

Cell lines were authenticated by ourselves. The isolation and authentication of myofibers have been reported in our previous manuscript (10.1002/jcsm.12774).

Mycoplasma contamination

All cells tested negative for mycoplasma.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used in the study.

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Sirt6flox/flox mice (B6;129-Sirt6tm1Ygu/J, Stock No: 008041), Myl1/MLC1f-Cre mice (Myl1tm1(cre)sjb/J, Stock No: 024713), Sirt6 Tg mice (C57BL/6-Tg(RP23-352G18)1Coppa/J, Stock No: 028361), and R26R reporter mice (FVB.129S4(B6)-Gt(ROSA)26Sortm1Sor/J, Stock No: 009427) were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). Studies were performed in male aged-matched mice between 15 weeks to 25 weeks of age.

Wild animals

No wild animals were used in the study.

Field-collected samples

No field-collected samples were used in the study.

Ethics oversight

All animal experiments were performed in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 2011). The study protocol was approved by the Institutional Animal Care and Use Committee of Chonbuk National University (permit number: CBNU 2017-0087).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

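The measurements are RNA-seq of gastrocnemius muscle from 3 mice labelled WT and 3 labelled *Sirt6* KO, males of about 20 weeks of age, with 1 library per animal. No other experiment of the paper is analysed here. Each library's group and replicate number were taken from the sample labels, together with the methods and the Fig. 4 legend, which states triplicates. *Sirt6* was higher in the libraries labelled *Sirt6* KO, so groups are named by their labels throughout. The methods and the reporting summary name different *Sirt6* flox lines, and the methods and the labels name different library kits.

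The authors sequenced the libraries on a HiSeq instrument with paired-end reads of 100 bp, and the reporting summary names STAR as the aligner. The counts per gene that the authors deposited are whole numbers from StringTie without normalization between libraries. The FPKM values that the authors deposited are scaled to gene length and library size. The TPM values that the authors deposited are scaled to a fixed sum within each library. All 3 units are in 1 table of 24532 genes, and 7342 of these genes had no count in any library. The methods describe quantile-normalized log2(FPKM + 1) with significance from the fold change, and the Fig. 4 legend describes a Wald test in DESeq2 with a change above 2-fold and p under 0.05. The methods also say that genes with FPKM above 1 were excluded; 10683 genes had an FPKM above 1 in at least 1 library, among them all 20 heat map genes, and 8905 had it in every library. No value was excluded here on that ground.

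The counts were analysed in R 4.3.3 with edgeR 4.0.16 as the main test: edgeR's filter on low counts (filterByExpr, 13801 genes kept), TMM normalization, a quasi-likelihood fit with the group as its one factor, and Benjamini-Hochberg adjustment at 0.05. Genes were also counted past the legend's threshold of 2-fold with unadjusted p under 0.05. Levels are TMM-normalized CPM with SDs over 3 libraries, and log2 fold changes are edgeR's with standard errors derived from the test. Exact permutation tests were two-sided on the log2 level, where 3 libraries against 3 allow no p under 0.1. Gene lists were tested with camera at an inter-gene correlation of 0.01 and with fry, each adjusted over 8 sets. A fold against a group in which no library had more than 3 counts was computed against 3 counts and is a lower bound; it covers counting error only. FPKM values were used for 3 of the alternatives, and TPM values for *Sirt6* only.

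The library totals lay between 44845763 and 63016899 counts. WT libraries 1 and 2 were the shallowest. TMM factors lay between 0.909 and 1.11, and the common biological coefficient of variation was 24.1%. Counts were simulated from these libraries with 200 genes changed by 2 on the log2 scale among 13640 genes. On them the main test recovered 97.5% of the changed genes, with 5.34% false calls among its calls. DESeq2 recovered 95.5%, with 7.73% false calls. With a simulated trend over GC content, 27.4% of the main test's calls were false, against 7.25% after the GC correction, over 13666 genes. The simulated libraries hold no split such as that of the slow fiber genes. They also hold fewer changed genes than the 2242 called in the data, many of which changed less than 2-fold. These rates therefore do not carry over to the reported calls.

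The alternatives set before the data were examined were DESeq2 1.42.0 (Wald test), DESeq2's size factors in place of TMM, no filter on low counts, at least 10 counts in every library, FPKM above 1 in at least 1 library, limma 3.58.1 on quantile-normalized log2(FPKM + 1) and log2(FPKM + 0.1), the replicate number as a block, each library left out in turn, ordering by p for the heat map genes, and fry. A correction for GC content (a lowess trend per library with span 0.3, over the GC content of a gene's longest transcript in GENCODE M21, known for 13715 of the genes tested or 99.4%) and a covariate for a split of the libraries in beta-globin counts were added after the data were seen.

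The genes named in the text were fixed by rule before the data were examined: *Sirt6*, *Creb1*, the genes shown in Fig. 2c, Fig. 3d, Fig. 4b, Fig. 4c, Fig. 5a and Supplementary Fig. 11a, and the 5 genes with the largest increase and the 5 with the largest decrease among those with an adjusted p under 0.05 and no overlap between the groups. Other genes are named only as part of a list, or are said to have been chosen after their values were seen. The result of 1 gene is not reported here. The lists of oxidative phosphorylation, immediate-early, clock, glucocorticoid and fasting, sirtuin, CREB family, Y-linked, slow-muscle, erythroid, adipocyte, Schwann cell, macrophage and fibroblast genes were written before the data were examined. Coordinates are those of NCBI RefSeq on GRCm38 (GRCm38.p6), matched by NCBI gene identifier for 24462 of the 24532 genes (99.7%). The deposited table is on mm10, which is GRCm38.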

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

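The depth of the libraries, feeding or stress, activity or handling, time of collection, other tissue and other splits of the libraries were chosen as tests before the level of any gene was seen; the GC content, exchanged labels, neighbouring-gene and thinning tests were chosen only after the results were seen.

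*Sirt6*, the gene deleted in the *Sirt6* KO mice, was higher and not lower in the libraries labelled *Sirt6* KO, with a log2 fold change of 1.48, a difference the paper does not report. Its level was above that of every WT library in 3 of the 3 libraries labelled *Sirt6* KO. Reads from *Ankrd24*, the adjacent gene on chromosome 10 (chosen after its value was seen), do not account for it, since *Ankrd24* was level (log2 fold change 0.051). The trend of the fold changes over GC content does not account for it as a whole either, since the log2 fold change was 1.24 (adjusted p = 0.0224) with the trend removed, against a range of 1.43e-11 to 0.065 over its other alternatives. What stays open is transcription of the remaining exons of the deleted allele, since counts per gene do not show from which exons the reads come. An exchange of the 2 groups' labels at sequencing cannot be told apart from this by the counts of *Sirt6* alone. It would turn genes against the direction of the paper's qPCR, and of 13 genes outside the heat map with a significant difference in Fig. 2c, Fig. 3d, Fig. 4c or Fig. 5a, 11 went in that direction. Only 2 of the 11 passed the threshold, however (*Sik1* and *Cycs*, each in 1 of the 6 fits that left out one library), 5 of them are slow fiber genes that follow another split of the libraries, and 2 of the 13, *Nrf1* and *Sox6*, went against it without passing. The heat map genes were chosen on these libraries, which fixes their direction here but not that of the paper's qPCR. In the paper, qPCR showed *Nr4a3*, *Ppargc1a* and *Nr4a1* of that list lower in *Sirt6* KO muscle. Here they were lower too, without overlap, at -5.47, -3.28 and -2.50 (standard errors 0.65, 0.61 and 0.31). *Creb1*, which is not among the 13 genes, was lower in Fig. 4f and here (-0.96, standard error 0.15). For these genes the values argue against an exchange at sequencing. An exchange of the tissue or RNA before both assays was not tested and stays open too. *Myl1*, the gene into which Cre was inserted (also chosen after its value was seen), was level too, with a log2 fold change of -0.050 (standard error 0.28), so the counts of neither altered gene mark the genotype. The paper shows the loss of the Sirt6 protein by Western blotting.

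The paper discusses genes that fell, while 1084 genes were higher in the libraries labelled *Sirt6* KO at an adjusted p under 0.05, nearly as many as the 1158 that were lower. Of the 10 ways to split the 6 libraries into 3 and 3, only the real one, 1 of 10, gave as many genes in both directions together (2242), and with 10 splits a share under 0.1 is out of reach. One other split, of WT libraries 1 and 2 and the library labelled *Sirt6* KO 2 from the rest, gave 44 genes, with 1873 at an unadjusted p under 0.05 and 680 of these past 2-fold, against 4875 and 1081 in the real split. The slow fiber genes follow this same split. The remaining 8 gave 0, with between 116 and 618 genes at an unadjusted p under 0.05. Depth does not account for the calls as a whole: with every library thinned at random to 44845763 counts, 2220 genes passed, of which 2126 were among the 2242. The trend over GC content removes part of them. Of the 2242 genes, 856 kept an adjusted p under 0.05 with the trend removed, so for these genes the trend is not the whole cause. The other 1386 lost it, and for them a technical trend and a change between the groups cannot be told apart, because the trend itself separates the groups. Without the library labelled *Sirt6* KO 1 the higher genes numbered 6, without that labelled *Sirt6* KO 3 they numbered 8, and without WT library 3 they numbered 2363.

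The immediate-early genes, a list that holds none of the genes of Fig. 4b or Fig. 4c, were lower in the libraries labelled *Sirt6* KO, with a mean log2 fold change of -1.05. Of the 22 genes tested, 19 were lower, 5 had an adjusted p under 0.05 and 9 had it adjusted over the list alone, all of them lower. Camera, which compares the list with the other genes, gave an adjusted p of 0.00273. The fry test, which asks whether the list's own genes differ at all, gave 0.0612. The list thus passed the threshold under camera only, and the 2 tests ask different questions. The glucocorticoid- and fasting-responsive genes, also outside the heat map, had a mean of -0.78, with 15 of 16 lower, 8 past the threshold (7 of them lower) and 11 adjusted over the list alone (10 of them lower; camera 0.00111, fry 0.0612). *Angptl4*, a member of this list, passed the threshold in the other direction with a log2 fold change of 2.18. The GC trend does not account for either set, since their means were -1.19 and -0.85 with the trend removed, and both stayed past camera's threshold. The decreases therefore reached genes outside those the study picked. A difference in feeding or stress at collection would lower the second list, as was seen (0.00111), and a difference in activity or handling would lower the first, as was seen (0.00273). Both remain candidate explanations for part of the decrease of the heat map genes. The paper's animal methods state free access to food and a light/dark cycle, but not the state of these animals at collection. An effect of the genotype on the same genes remains a candidate too, since each of the states could differ between the groups. A hypothesis that keeps both open is that the libraries labelled *Sirt6* KO came from muscle with less cAMP, stress or fasting signalling at the time it was taken, whatever its source.

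The 20 heat map genes stand apart from several technical explanations. Only the real split, 1 of the 10, gave a median absolute log2 fold change of these genes as large as 2.54, and the largest in another split was 1.54; the study chose the genes on these libraries, so this count favours the real split. All 20 kept an adjusted p under 0.05 after thinning to equal depth, and all 20 did with the GC trend removed. WT library 3, whose total was like those of the libraries labelled *Sirt6* KO, lay nearer to the other WT libraries than to those libraries in 19 of the 20 genes, but on genes chosen for their decrease this says little about depth. Slow muscle or other tissue in the sample does not account for the decrease, since of 38 genes of slow muscle, blood, fat, nerve, macrophages and connective tissue, 1 differed between the groups without overlap, where chance gives 10%. The time of tissue collection cannot be told apart from the genotype. Of 18 clock genes, 5 had an adjusted p under 0.05 and all 5 were lower (*Per2*, *Nfil3*, *Usp2*, *Nr1d2* and *Ciart*), while *Arntl*, whose peak is opposite to that of *Per2*, was level at -0.067, and *Nr1d1* was higher without passing the threshold (1.02, adjusted p = 0.151).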

How the results depend on the processing

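Across the alternatives set in advance that used all 6 libraries, the log2 fold change of *Sirt6* lay between 1.03 and 1.49, that of *Creb1* between -0.96 and -0.66, and 20 of the 20 heat map genes had an adjusted p under 0.05. Under these alternatives, 429 of the values for single genes named in the text kept their direction and their side of the threshold, 9 no longer passed it, 3 newly passed it and 2 reversed.

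The numbers of genes moved more. At an adjusted p under 0.05, DESeq2's Wald test gave 1820 lower and 1746 higher genes; 2222 of the 2242 genes were shared. Past 2-fold with unadjusted p under 0.05, there were 429 lower and 273 higher genes with FPKM above 1 in at least 1 library, 173 and 113 with limma on log2(FPKM + 1), and 332 and 292 with limma on log2(FPKM + 0.1). All 3 of these settings test fewer genes (10683); the 2 limma settings differ from each other only in the constant added to FPKM, which accounts for the difference between them. The heat map genes among the 20 largest decreases numbered 0 without a filter on low counts, 8 with at least 10 counts in every library, 6 with the FPKM filter, 12 and 10 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), and 5 when ordered by unadjusted p. Apart from the ordering by p, which changes neither the genes nor their fold changes, these settings add or remove low genes, or shrink their fold changes.

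With fry in place of camera, the clock genes (mean -0.40) passed the threshold (adjusted p = 0.0261), and the glucocorticoid and fasting genes (-0.78) and the immediate-early genes (-1.05) no longer did (0.0612 each). With limma on log2(FPKM + 1) and on log2(FPKM + 0.1), the mean of the fast fiber genes of Fig. 2c reversed to -0.15 in both and *Tnnt3* to -0.28 in both. None of these values passed the threshold in either direction, and the cause was not tested.

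In the fits that each left out one replicate, which have fewer samples, the lower genes at an adjusted p under 0.05 ranged from 2 (without the library labelled *Sirt6* KO 1) to 2219 (without WT library 3) and the higher genes from 6 to 2363. The lower genes past 2-fold ranged from 472 to 1062, the heat map genes among the 20 largest decreases from 0 to 2, and the heat map genes at an adjusted p under 0.05 from 1 to 20. *Creb1* ranged from -1.05 to -0.83 and *Sirt6* from 1.37 to 1.55, with 3 and 2 of the 6 fits above the threshold. The oxidative phosphorylation genes ranged from -0.205 to -0.029 and passed the threshold without WT library 3 or without the library labelled *Sirt6* KO 2. *Atp5o* (-0.09 to 0.11), *Sox6* (-0.18 to 0.11) and *Tnnt3* (-0.10 to 0.23) changed sign, as values near 0 can. Of the other values of single genes in these fits, 126 lost their call and 8 gained one.

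Same-numbered WT and *Sirt6* KO libraries did not deviate together (correlations -0.11, 0.26 and 0.16), so the numbers do not pair the animals. With the replicate number as a block, 1018 genes were lower and 904 higher.

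Both of the following alternatives were chosen after seeing the data. With the GC trend removed, 487 genes were lower and 471 higher at an adjusted p under 0.05, *Creb1* (-0.63) no longer passed, the clock genes (-0.47) and the oxidative phosphorylation genes (-0.13) passed, and the fast fiber genes (-0.069), *Sox6* (0.040), *Sp3* (0.053) and *Tnnt3* (-0.13) reversed. With the beta-globin split as a covariate, the slow fiber genes reversed from -1.06 to 0.69, among them *Myh7* (1.01), *Tnnc1* (0.98), *Tnni1* (1.12) and *Tnnt1* (0.61), as did *Tnnt3* (-0.081), and the heat map genes among the 20 largest decreases numbered 1. None of the reversed values passed the threshold. The removal of the trend and of the split is the cause of these changes by construction.

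Depth limited the genes with the largest fold changes. 1 count was worth between 0.0165 and 0.0212 CPM, and 10 of the 20 largest decreases lay under 1 CPM in WT.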

Differences from the paper's values

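Past 2-fold with an unadjusted p under 0.05, 647 genes were lower, against the paper's about 100 in Fig. 4a, read by eye, and 434 were higher, against the paper's about 90 in Fig. 4a, read by eye. For the higher genes, 1 of the alternatives set before the data were examined lay within 1.5 times the paper's value, limma on quantile-normalized log2(FPKM + 1), with 113 genes. For the lower genes none did; the nearest was the same setting, with 173. DESeq2's Wald test, which the Fig. 4 legend names, gave 659 lower and 436 higher genes.

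The paper presents the 20 genes of Fig. 4b as the top 20 downregulated genes, and 2 of them were among the 20 largest decreases here. All 20 were within the first 135 places of the 2495 lower genes with an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap; limma on log2(FPKM + 1) gave 12, limma on log2(FPKM + 0.1) gave 10 and a minimum of 10 counts in every library gave 8.

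The paper names CREB and its target genes as those most affected in the RNA-seq. *Creb1* was in place 302 by p-value and in place 953 by log2 fold change among 13801 genes, and *Nr4a3* was in place 8 by log2 fold change.

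Other statements of the paper rest on qPCR or Western blots of GAS muscle. For some of these genes the RNA-seq gave another result, and for others the same direction without passing the threshold. The paper's qPCR used unpaired t tests on more animals per group, without a stated adjustment. The calls here are adjusted over 13801 genes with 3 libraries per group, so a gene that does not pass is not evidence against the qPCR. The paper describes *Sirt6* as deleted, and its counts were higher in the libraries labelled *Sirt6* KO (log2 fold change 1.48). Fig. 5a shows *Sox6* higher, and it was level here (-0.071, adjusted p = 0.799); no setting called it. Fig. 5a shows *Purb* unchanged, and it was lower here (-0.76, adjusted p = 0.0132). Supplementary Fig. 11a shows fusion and fission genes unchanged, and *Dnm1l* was lower (-0.54, adjusted p = 0.0244) and *Fis1* higher (0.40, adjusted p = 0.0391). *Mfn1* of the same figure was lower without overlap (-0.56) but did not pass (adjusted p = 0.0714). It passed with DESeq2's Wald test (0.0192) and narrowly with the replicate number as a block (0.0499). Fig. 3d shows *Nrf1* lower, and it was 0.28 here (adjusted p = 0.146), and it shows *Ndufv2* without a difference, whereas here it was lower (-0.67, adjusted p = 0.0398). The calls of *Dnm1l*, *Fis1* and *Ndufv2* were weak. Each held in 1 of the 6 fits that left out one library, and with the GC trend removed, an alternative chosen after seeing the data, none passed (-0.25, 0.23 and -0.41, with adjusted p of 0.209, 0.183 and 0.167). Without a filter on low counts, *Fis1* (adjusted p = 0.0529) and *Ndufv2* (0.0502) did not pass either. With the replicate number as a block, *Fis1* did not pass (0.0645). *Purb* passed with the trend removed (-0.505, adjusted p = 0.0425) and in 4 of the 6 fits. Fig. 3d also shows *Sdhb*, *Fndc5* and *Acadm* lower; these had log2 fold changes of -0.43, -1.13 and -0.62 with adjusted p of 0.296, 0.191 and 0.134. *Acadm* passed without WT library 3 (-0.84, adjusted p = 0.0193), and *Fndc5* with the beta-globin split as a covariate (-0.60, adjusted p = 0.0169), which was chosen after seeing the values. Fig. 2c shows the slow fiber genes *Myh7*, *Myh2*, *Tnni1*, *Tnnc1* and *Tnnt1* lower and *Myh4* higher. Here each had the same direction, the first 5 between -1.41 and -0.82 and *Myh4* at 0.41, but none had an adjusted p under 0.05. The standard errors of *Myh7*, *Tnni1*, *Tnnc1* and *Tnnt1* lay between 1.21 and 1.25, too wide to tell a 2-fold fall from none. Without WT library 3, *Myh2* (-1.26, adjusted p = 0.0298) and *Myh4* (0.75, adjusted p = 0.0211) passed. Fig. 4c shows *Nr4a2* and *Atf3* without a significant difference, and both were lower here, at -3.46 and -3.12, with adjusted p of 0.0166 and 0.0163; each passed in 2 of the 6 fits.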

Other observations

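All tests in this part were chosen only after the results were seen. The gene lists, and the rule that names the genes with the largest changes, were fixed before.

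Fold changes rose with the GC content of the genes. The median log2 fold change was -0.35 in the 10% of genes with the lowest GC content and 0.25 in the 10% with the highest, and Spearman's rho across 13715 genes was 0.334. Each of the 9 pairs of a library labelled *Sirt6* KO with a WT library showed the trend (rho between 0.238 and 0.345), whereas in the 6 pairs within a group rho was at most 0.0177 in size. A trend of this kind may come from a difference in library preparation between the groups, but no batch is named in the labels or the paper, and all 3 libraries of a group share it. For the 1386 genes that lost their call when it was removed, it cannot be told apart from a change between the groups. *Creb1* has a GC content of 39.6%, below the median of 49.8%, and its log2 fold change was -0.63 with the trend removed (adjusted p = 0.0528), smaller than -0.96 and just above the threshold; how much of its decrease the trend carries cannot be told apart from the groups. The 20 heat map genes have a median GC content of 51.4%.

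*Creb1* lies 2.32 Mb from *Myl1*, the site of the Cre insertion, on chromosome 1 (*Myl1* spans 66924295 to 66947932). Sequence carried along with the insertion could alter genes there. In a test of sequence linked to the Cre insertion at *Myl1*, of 28 genes within 5 Mb of it, 5 had an adjusted p under 0.05 (17.9%), against 16.2% of all genes (one-sided permutation test with 100000 resamples, p = 0.49). With this few genes, and with a single linked gene able to change alone, an effect of the linked sequence on *Creb1* cannot be told apart from one of the *Sirt6* deletion. The paper's *Sirt6* Tg mice, reporter assays and siRNA, which are not analysed here, do not use *Myl1-Cre*.

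The slow fiber genes followed a split of the libraries other than the genotype. *Tnnt1* was at 388, 318 and 7.49 CPM in the WT libraries 1, 2 and 3, and at 24.7, 205 and 38.7 in the libraries labelled *Sirt6* KO 1, 2 and 3, and all 5 slow fiber genes of Fig. 2c were higher in WT libraries 1 and 2 and the library labelled *Sirt6* KO 2 than in the remaining 3. As a set they had a mean log2 fold change of -1.06 between the groups (camera adjusted p = 0.632, fry 0.78), 5 of 5 lower and 0 past the threshold, with a mean of -2.27 without the library labelled *Sirt6* KO 2. The same 3 libraries had counts on *Hbb-bt* (2766, 2457 and 1908) and 0 on *Hbb-b2*, and the others had 0 on *Hbb-bt* and 534, 1514 and 949 on *Hbb-b2*; both genes were chosen after their values were seen. These are near-identical beta-globin genes whose reads the counting could assign to either, so the counts are uncertain, but a difference of strain background between the animals is a candidate explanation. The reporting summary describes the mice as age-matched littermates. In a fit with both the split and the group, 120 genes passed for the split, 1322 were lower and 1182 higher between the groups, and 20 of the 20 heat map genes passed. The 8 abundant slow-muscle genes outside Fig. 2c all followed the split (8 of 8), as slow muscle next to the dissected sample would give; more slow fibers within the muscle would give the same. Strain background, dissection and fiber content cannot be told apart with 3 libraries on each side.

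Fast fiber genes had a mean log2 fold change of 0.084 (camera adjusted p = 0.269, fry 0.288, with 2 of 5 without overlap and 0 past the threshold), which turned negative with limma. Their median was 0.39, and 1 of 5 was lower, *Myh1* at -1.03, which pulled the mean towards 0. *Tnnc2* (0.63) passed with DESeq2's Wald test (adjusted p = 0.0115). The mitochondrial genes of Fig. 3d had a mean of -0.41 (camera adjusted p = 0.269, fry 0.447; 7 of 11 lower, 2 past the threshold, *Cycs* at -0.75 and *Ndufv2*, neither of them with the GC trend removed). The 89 oxidative phosphorylation genes had a mean of -0.11 (camera adjusted p = 0.194, fry 0.653; 10 past the threshold, 7 of them lower, and 6 adjusted over the list alone, 4 of them lower). Of the fusion and fission genes 2 of 4 passed the threshold, and of the repressors of Fig. 5a 1 of 4 did. The 18 clock genes had a mean of -0.40 (camera adjusted p = 0.112, fry 0.0261). All of these directions rest on the labels, which *Sirt6* went against.

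Among the 6 other sirtuins, *Sirt1* alone passed the threshold, at -0.75 (adjusted p = 0.0178). In the CREB family, 3 of 8 genes passed: *Creb1*, *Crem* and *Crtc1*, which was higher at 0.98 (adjusted p = 0.0213). Y-linked genes were present in all 6 libraries, as for males. Their groups did not overlap in 4 of 4 genes, *Kdm5d* higher (0.52, adjusted p = 0.0234) and the other 3 lower. Chance gives 10%, but 40% of all genes tested did not overlap in these libraries, so this is less unusual than it looks. The median log2 fold change was -0.82 for 5 erythroid genes, 0.81 for 7 adipocyte genes, -0.61 for 6 Schwann cell genes, -0.004 for 6 macrophage genes, 0.037 for 6 fibroblast genes and -1.30 for 8 slow-muscle genes, and 1 of these 38 genes passed the threshold.

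The genes with the largest changes by the fixed rule lay near the detection limit. *Baat*, *Gdf5*, *Cenpe*, *Atcay* and *Ppp1r42* had between 8 and 28 counts in WT libraries and 0 in every library labelled *Sirt6* KO, and were at least 8.19-fold, 5.08-fold, 4.85-fold, 4.34-fold and 4.31-fold lower. *Ptchd2*, *Rassf7* and *Calm4* had at most 2 counts in any WT library, and were at least 4.98-fold, 3.51-fold and 7.71-fold higher. *Lin28a* had 0, 0 and 7 counts in WT and 108, 38 and 48 in the libraries labelled *Sirt6* KO, and *Gm4861* had 12, 0 and 2 against 235, 111 and 26. *Hspa1a* and *Hspa1b*, chosen after their values were seen, are near-identical genes that share reads; *Hspa1b* was at 506 CPM in WT library 1 and at 31.9 and 27.5 in the other WT libraries. In WT library 3 the counts of *Rps27* (76) and *Rps27rt* (6615), also near-identical and chosen after their values were seen, were the reverse of every other library.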
